# Physiological profile of undifferentiated bovine blastocyst-derived trophoblasts

**DOI:** 10.1242/bio.037937

**Published:** 2019-04-05

**Authors:** Viju Vijayan Pillai, Luiz G. Siqueira, Moubani Das, Tiffany G. Kei, Lan N. Tu, Anthony W. Herren, Brett S. Phinney, Soon Hon Cheong, Peter J. Hansen, Vimal Selvaraj

**Keywords:** Trophoblast, Blastocyst, Stem cells, Implantation, Placenta, Pregnancy

## Abstract

Trophectoderm of blastocysts mediate early events in fetal-maternal communication, enabling implantation and establishment of a functional placenta. Inadequate or impaired developmental events linked to trophoblasts directly impact early embryo survival and successful implantation during a crucial period that corresponds with high incidence of pregnancy losses in dairy cows. As yet, the molecular basis of bovine trophectoderm development and signaling towards initiation of implantation remains poorly understood. In this study, we developed methods for culturing undifferentiated bovine blastocyst-derived trophoblasts and used both transcriptomics and proteomics in early colonies to categorize and elucidate their functional characteristics. A total of 9270 transcripts and 1418 proteins were identified and analyzed based on absolute abundance. We profiled an extensive list of growth factors, cytokines and other relevant factors that can effectively influence paracrine communication in the uterine microenvironment. Functional categorization and analysis revealed novel information on structural organization, extracellular matrix composition, cell junction and adhesion components, transcription networks, and metabolic preferences. Our data showcase the fundamental physiology of bovine trophectoderm and indicate hallmarks of the self-renewing undifferentiated state akin to trophoblast stem cells described in other species. Functional features uncovered are essential for understanding early events in bovine pregnancy towards initiation of implantation.

## Abstract (precis)

**Summary:** Fundamental physiology of the bovine trophectoderm and hallmarks of the self-renewing undifferentiated ‘trophoblast stem cells’ are interpreted through systematic analysis of the cellular proteome and transcriptome.

## INTRODUCTION

During initial steps of embryogenesis, trophoblasts emerge as first to commit to a tissue lineage distinct from the inner cell mass of the mammalian blastocyst (Kelly et al., 1978). Early in embryo development, trophoblast functions to support formation of the blastocoel (Ducibella et al., 1975), and helps maintain a microenvironment suitable for the developing inner cell mass. In progression, trophoblasts perform dedicated functions to support survival of the embryo and fetus by establishing the critical extraembryonic components of the placenta (Mossman, 1937).

Placental development and morphology clearly differ among species particularly due to evolutionary pressures that remain poorly understood (Wildman et al., 2006; Garratt et al., 2013). The placental interface in cattle is the least invasive epitheliochorial type, with villous digitations between fetal and maternal tissues restricted to regions of the cotyledons (Björkman, 1969; Leiser and Kaufmann, 1994).

At present, the most basic knowledge and progress of trophoblast biology are from studies on mice (Simmons and Cross, 2005) and humans (Roberts and Fisher, 2011), both of which do not entirely represent the distinct morphological and functional features of bovine trophoblasts. Unlike mice and humans, the hatched bovine blastocyst remains free in the uterine fluid, and trophoblasts enter a phase of rapid proliferation and dramatic elongation that allow it to occupy sufficient surface for optimal attachment to maternal caruncles. This elongation is observed concomitant with gastrulation starting at gestational day 14, and the ‘filamentous’ embryo reaches the entire length of both uterine horns by gestational day 18–19 (Chang, 1952). During this period, trophoblasts of the bovine blastocyst are known to produce interferon-τ, a factor that ensures receptivity of the maternal endometrium by preventing a return to ovarian cyclicity (Roberts et al., 1992b). Ultimately, trophoblast cells differentiate, an event that is morphologically apparent first at the cotyledons, forming binucleate cells, and attaching to the caruncle by fusion with the epithelium forming trinucleate cells (Wooding, 1992). Beyond this association, functional differentiation leading to mechanisms of exchange between villous trophoblast and maternal blood is a topic that remains to be examined.

With interest in understanding physiological changes to the preimplantation embryo, there have been several studies examining transcription in the trophectoderm (Ozawa et al., 2012; Hosseini et al., 2015; Pfeffer et al., 2017), *in vitro* trophoblast cultures (Ushizawa et al., 2005; Ramos-Ibeas et al., 2014; Horcajo et al., 2017; Saadeldin et al., 2017), developmental stages of embryo elongation (Clemente et al., 2011; Hue et al., 2015) and differences attributed to embryo production methods (Betsha et al., 2013; Min et al., 2015; Velásquez et al., 2017). Despite the progress in describing transcriptional effects, the core characteristics of the bovine trophectoderm, trophoblast stem cells, and knowledge of genes and pathways regulating growth, development and function remain rudimentary. In this manuscript, we present the optimization of methods to culture primary blastocyst-derived bovine trophoblast colonies, and simultaneously profile the transcriptome and whole-cell proteome. We delineate these data using an atypical abundance-based functional classification for bioinformatics and physiological analysis of perceived relevance. We examine both integral components and those secreted into the blastocoel and/or uterine microenvironments. With early-pregnancy loss being a major concern in dairy cattle (Diskin and Morris, 2008; Wiltbank et al., 2016), our results on undifferentiated bovine trophoblast biology and core characteristics of bovine trophoblast stem cells represent a broad foundation for functional studies on early pregnancy and initiation of implantation in cattle.

## RESULTS AND DISCUSSION

Trophectoderm development during preimplantation stages is represented by a series of functional transitions concurrent with patterning of the embryo [reviewed in (Pfeffer and Pearton, 2012)]. In ungulates, rapid trophoblast proliferation during the period of embryo elongation is a striking feature that indicates that growth and patterning are regulated differently compared to other well-studied species like mice and humans. As undifferentiated trophoblasts self-renew and are sustained for regulated spatial and temporal differentiation to different components of the placenta, the term trophoblast stem cells has been used to describe *in vitro* cultures maintained in such a state (Tanaka et al., 1998). Although bovine trophoblast cell lines, CT-1 and CT-5 (Talbot et al., 2000), and BT-1 (Shimada et al., 2001) have been established, detailed profiling for defining trophectodermal features have not been performed for this species. In this study we describe the core characteristics of early stage blastocyst-derived trophoblasts that are of functional significance and describe hallmarks for the bovine self-renewing undifferentiated state.

### MEFs support bovine trophoblast attachment and growth

*In vitro*-produced day-7 zona-free bovine blastocysts were used to determine conditions that would support attachment and establishment of blastocyst-derived trophoblast colonies. Attachment and colony formation failed when gelatin, poly-L-lysine or Matrigel^®^ were used as surface treatments; use of a layer of MEFs resulted in high levels of attachment and colony formation (Table 1, Fig. 1). Blastocysts attached in 1–2 days and formed outgrowths, which developed into ∼1 cm^2^ colonies by 15 days. Addition of FGF4 did not have an effect on blastocyst attachment and/or trophoblast colony formation; there was also no appreciable difference in colony size with and without FGF4 (not shown). Previous studies have demonstrated that FGF4 cannot be detected in MEF-conditioned medium (Sarkar et al., 2012).

**Table 1.**
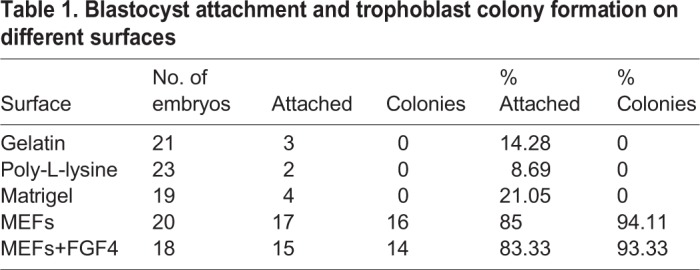
**Blastocyst attachment and trophoblast colony formation on different surfaces**

**Fig. 1.**
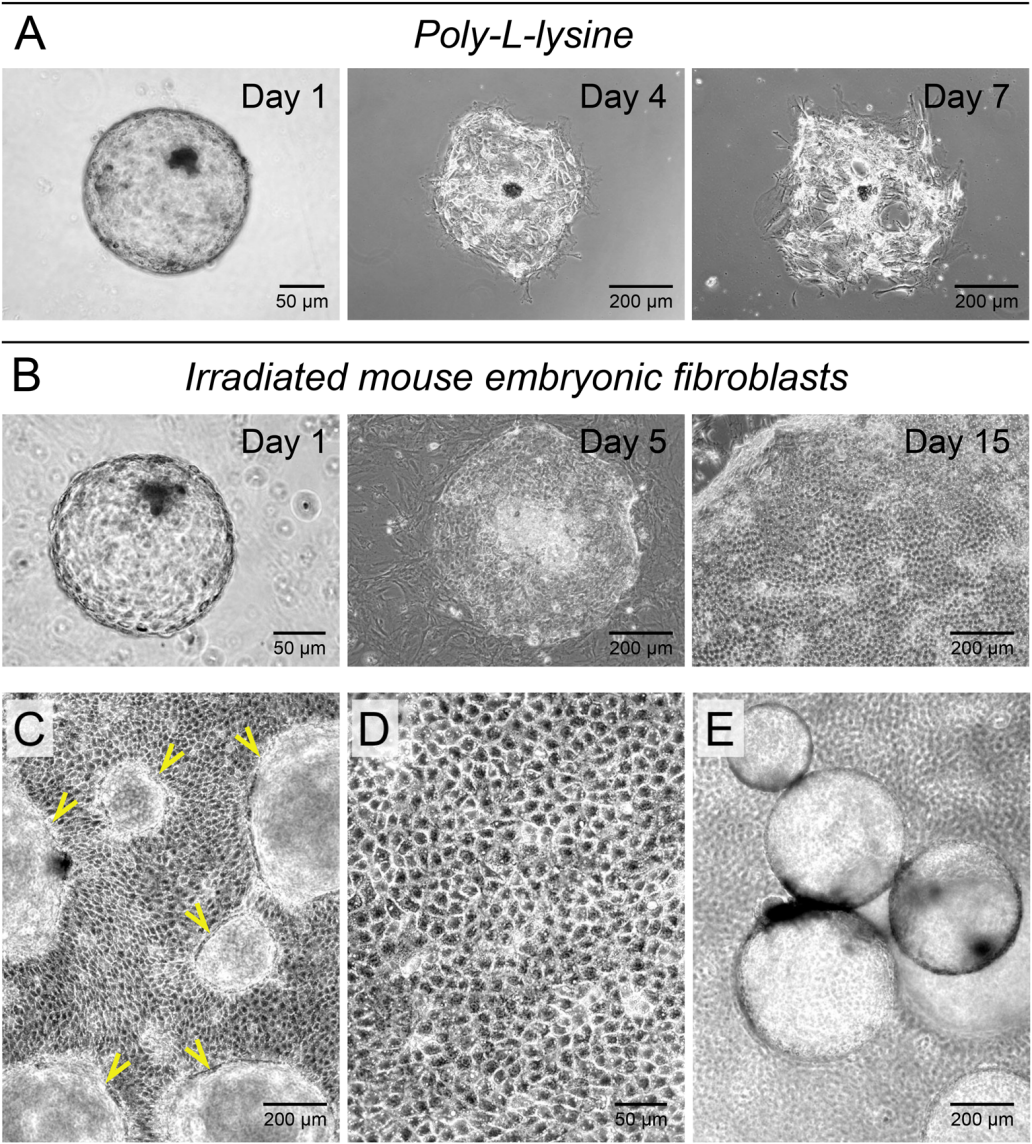
**Mouse embryonic fibroblasts support attachment and growth of bovine blastocyst-derived trophoblasts.** (A) Poly-L-lysine coated surfaces did not support bovine blastocyst attachment and trophoblast outgrowths. Of the blastocysts that attached, cells failed to expand and rapidly disintegrated. (B) Irradiated mouse embryonic fibroblast feeders (MEFs) allowed for blastocyst attachment and proliferation of the trophectoderm leading to colony formation. (C) Trophoblast colonies grew with limited basal attachments as sheets and formed numerous surface outpocketings (arrowheads) over time. (D) Proliferating trophoblast cells formed a characteristic polygonal cell sheet with prominent cell adhesions and resolvable cytoplasmic elements within. (E) As a result of pinch-offs from surface outpocketings, fluid-filled hollow trophoblast spheres analogous to the blastocyst-trophectoderm organization were frequently released from trophoblast colonies in culture.

The resulting colonies on MEFs grew as sheets of proliferating cells with prominent cell adhesions and maintained minimal basal adhesions with tethering obvious toward the colony edges. Over time, trophoblast cultures showed numerous surface outpocketings and release of hollow trophoblast cysts homologous to the blastocyst-trophectoderm organization, called trophoblast vesicles or ‘trophocysts’ (Movie 1). Such 3-dimensional organization has been described for trophoblast stem cells from mice (Tarkowski and Wroblewska, 1967; Gardner et al., 1973; Rivron et al., 2018), primates (Summers et al., 1987) and humans (Weber et al., 2013; Nandi et al., 2018). In the bovine preimplantation embryo, this characteristic persists through elongation and has been previously demonstrated *in vitro* (Hashizume et al., 2006). The underlying reason could be that tight junctions between early trophectodermal cells present a diffusion barrier that allows for accumulation of fluid, a process similar to the formation of a blastocoel (Ducibella et al., 1975; Magnuson et al., 1978). Therefore, our early trophoblast cultures present characteristics of the trophectoderm. Trophocyst formation was also reported in feeder-free BT-1 cell line cultures (Shimada et al., 2001), indicating that certain characteristics can also be retained in long-term/immortalized trophoblast cultures.

### Morphology and functional characteristics of bovine trophoblasts in culture

Sheets of blastocyst-derived trophoblast colonies on MEFs were formed of tightly packed cells with prominent cell adhesions and cytoskeletal elements. All cells in these trophoblast colonies were positive for CDX2, a core transcription factor responsible for trophectodermal development, and trophoblast stem cell self-renewal (Strumpf et al., 2005; Berg et al., 2011) (Fig. 2A,B). Overexpression of *Cdx2* in murine embryonic stem cells (ESCs) also forced their functional conversion to trophoblast stem cells (Niwa et al., 2005). Cytoskeletal organization in trophoblasts showed a consistent pattern indicated by the framework of cytokeratin (Fig. 2C,D). Prominent cytoplasmic lipid droplets were also observed in cultured trophoblasts indicating maintenance of metabolic properties similar to the bovine blastocyst trophectodermal layer that also shows cytoplasmic lipid droplets (Fig. 2E–J). These trophoblasts also expressed interferon-τ (IFNT; discussed below). Therefore, trophocysts that emerge from these colonies could be functionally comparable to trophoblast vesicles derived from elongating bovine blastocysts that could maintain the corpus luteum after uterine transfer to cyclic cows (Heyman et al., 1984).

**Fig. 2.**
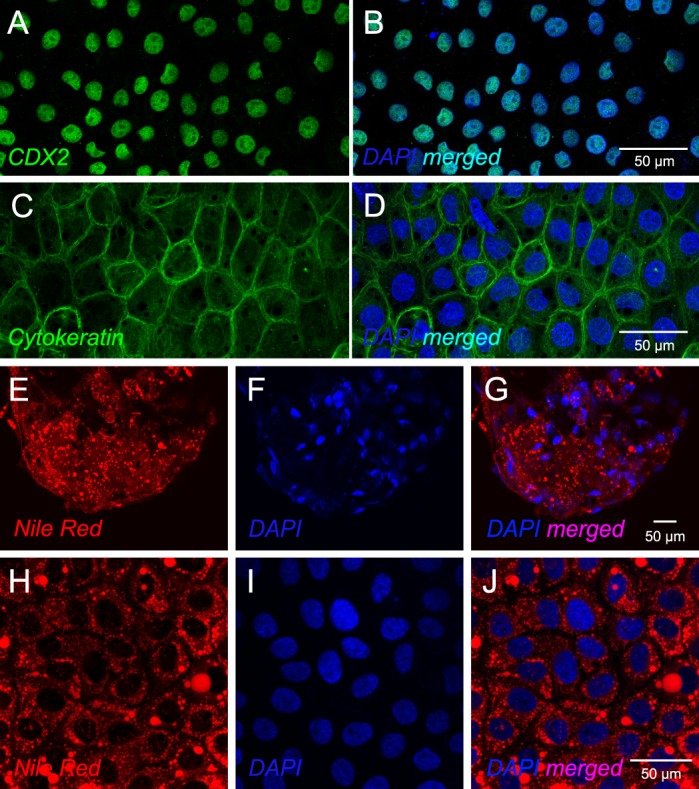
**Cultured bovine blastocyst-derived trophoblast colonies retain form and function of the trophectoderm.** (A,B) Trophoblast colonies were positive for CDX2, a transcription factor considered a marker for this lineage, known to play an important role in trophectoderm development. (C,D) Trophoblast colonies also showed existence of a complex network of cytokeratin, an arrangement that enables the trophectoderm to resist mechanical stress. (E–G) Cytoplasmic lipid droplets in the blastocyst-tropectodermal layer are abundant (stained by Nile Red), and indicative of cellular homeostasis linked to energy storage and lipid metabolism. (H–J) Lipid droplets were also prominent in cultured trophoblast colonies indicating maintenance of metabolic properties. For all panels, cell nuclei are counterstained with DAPI.

### Trophoblast transcriptomics validated similarities to blastocyst-trophectoderm

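RNA from 3 independent collections of trophoblast colonies, taken at passage 1 from cultures kept on irradiated mouse embryonic fibroblasts as a feeder layer, was sequenced as poly(A)-selected single reads. The day-7 blastocyst libraries are not analysed here, so the values given with each result describe trophoblast colonies alone, with 1 condition and no test between groups. The authors aligned the reads to the bovine genome UMD3.1 with TopHat 2.0.9 and estimated a count for each gene with edgeR 3.18.1. The submitters' processing notes also name DESeq, without a version. For library construction the paper names a stranded total RNA kit after poly(A) capture, whereas the sample labels name a TruSeq RNA kit without a strand protocol, and whether strand was used in counting is not given in the sources used here. Estimated counts and FPKM (fragments per kilobase of gene, scaled to library size) were deposited for 13897 gene symbols. Total counts were 14726964 in collection 1, 15068730 in collection 2 and 14010613 in collection 3, and 11559 genes had a count in at least 1 collection. Where a gene had no count, 3 counts are the upper limit, which is 0.204, 0.199 and 0.214 CPM (counts scaled to library size) in collections 1, 2 and 3. This limit and the SDs cover counting error and the spread between collections, not errors of alignment. For nearly all genes the FPKM was the count times a constant of that gene and a factor common to the collection. Ranking between genes by FPKM therefore rests on the gene length the authors used. Values are means of FPKM ± SD over the 3 collections, and a gene was called expressed where its mean FPKM was above 1, the threshold of the paper. The transcripts with the highest mean FPKM included *TMSB10*, which encodes an actin-binding thymosin (15228 ± 2185 FPKM, SD, n = 3), the cytoplasmic actins *ACTG1* (6917 ± 351) and *ACTB* (4326 ± 222), the ruminant trophoblast factor *TKDP4* (6047 ± 1207), the glycolytic enzyme *GAPDH* (4833 ± 891) and the calcium-dependent phospholipid-binding protein *ANXA1* (3701 ± 539.7). Ribosomal protein genes made up 9 of the 20 highest. Another 3 of the 20 were microRNA genes that rest on few reads, such as *MIR4657*, with 3, 3 and 1 counts in the 3 collections. Gene lists of pathways, gene families and cell types were set before the deposited values were examined. Many are on subjects of the paper, such as glycolysis, the TCA cycle and trophoblast genes. As the paper reports on the same libraries, tests of such lists are not independent of its findings. Lists with at least 5 expressed members were tested for their share in the highest quartile of expression with Fisher's exact test.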

RNA sequencing was performed to generate the transcriptome profile of *in vitro* cultured blastocyst-derived trophoblasts and was compared to the transcriptome of day-7 blastocysts. Consistency in gene expression profiles were confirmed across three independently generated trophoblast colonies, with a distinct clustering pattern when compared to day-7 blastocysts (Fig. 3A,B). 

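Some trophoblast genes were at close levels in the 3 collections. The keratin *KRT19* was at 2579, 2793 and 2771 FPKM in collections 1, 2 and 3, and the transcription factor *GATA3* at 85.1, 86.7 and 94.5 FPKM. Others set collection 1 apart. The secreted phosphoprotein *SPP1* was at 1237 FPKM in collection 1 against 297 and 190.2 in collections 2 and 3, while *IFNT3*, which encodes the pregnancy recognition signal interferon-τ, was at 123 against 1304 and 1123 FPKM. *XIST*, the transcript of the inactive X chromosome, was at 34.5 FPKM in collection 1 and at 0.321 and 0.35 in the others, and the Y-linked *DDX3Y* at 3.31, 20.4 and 28.1 FPKM. Of 8901 expressed genes with an implied length of at least 150 nt, 163 were 2-fold or more apart in FPKM + 1 between collections 1 and 2, 214 between collections 1 and 3, and 60 between collections 2 and 3. Across the 9028 expressed genes, Pearson's r of log2(FPKM + 1) was 0.943 for collections 1 and 2, 0.946 for collections 1 and 3, and 0.958 for collections 2 and 3. Spearman's rho was 0.956, 0.959 and 0.968. Over the 8901 genes with an implied length of at least 150 nt, Pearson's r was higher, at 0.984, 0.981 and 0.992 for the same pairs. Genes are not independent replicates, so these carry no p-value. The biological coefficient of variation from edgeR, which is the spread between collections beyond counting noise, was 15.3%. It was 9.41% without collection 1, 18.1% without collection 2 and 16.6% without collection 3. Counts of each pair differed by more than sampling noise, with a chi-square per gene of 32.1, 37.3 and 10.7 for the pairs 1 and 2, 1 and 3, and 2 and 3, where 1 is the value of sampling noise alone. No library was therefore deposited more than once. That the collections are independent is stated by the paper and was not tested. From the clustering of these replicates, the paper concludes that their gene expression profiles are similar.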

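Transcripts of the trophectoderm lineage were abundant, and those of the pluripotent epiblast were few. All 20 trophectoderm markers on a list set before the deposited values were examined were expressed, 14 of them in the highest quartile of expression. That list includes *IFNT3*, which the paper had already placed in its highest group. Further trophoblast genes, among them *CDX2*, *ELF5* and *TFAP2C*, are also stated by the paper to be expressed in these libraries. The tally and test of this list are therefore not independent of the paper. The simple epithelial keratins *KRT18* and *KRT19* reached 3219 ± 430.2 and 2714 ± 118 FPKM (SD, n = 3), and the trophectoderm transcription factors *TFAP2A* and *GATA3* 79.2 ± 3.91 and 88.8 ± 5.02 FPKM. Among pluripotency factors, *NANOG* was at 0.0791 ± 0.0576 FPKM (0.0459 without collection 3) and *SOX2* at 0.0697 ± 0.0289 FPKM, from 1, 1 and 3 and from 2, 1 and 1 counts in collections 1, 2 and 3. *POU5F1*, which encodes OCT4, lay close to the threshold, with 0.962, 0.74 and 1.17 FPKM and a mean of 0.959 ± 0.217. Its mean was 1.07 without collection 2 and 1.22 in TPM (FPKM rescaled to a common sum), so its side of the threshold is not settled by 3 collections. The NODAL co-receptor *TDGF1* was at 0.606 ± 0.439 FPKM. Other genes linked to pluripotency that are also active outside the epiblast were expressed. *SALL4* was at 9.44 ± 1.24, *KLF4* at 8.26 ± 0.63 and the RNA-binding protein gene *LIN28A* at 71.2 ± 26.7 FPKM. Of 14 epiblast and pluripotency markers measured, 4 were expressed, namely these 3 and the DNA methyltransferase *DNMT3B* (18.9 ± 1.03 FPKM). The trophectoderm list was over-represented in the highest quartile (Fisher's exact test, two-sided, odds ratio 6.73, adjusted p = 3.66e-04 over the 38 lists tested). The pluripotency list had too few expressed members for that test.

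**Figure D1:**
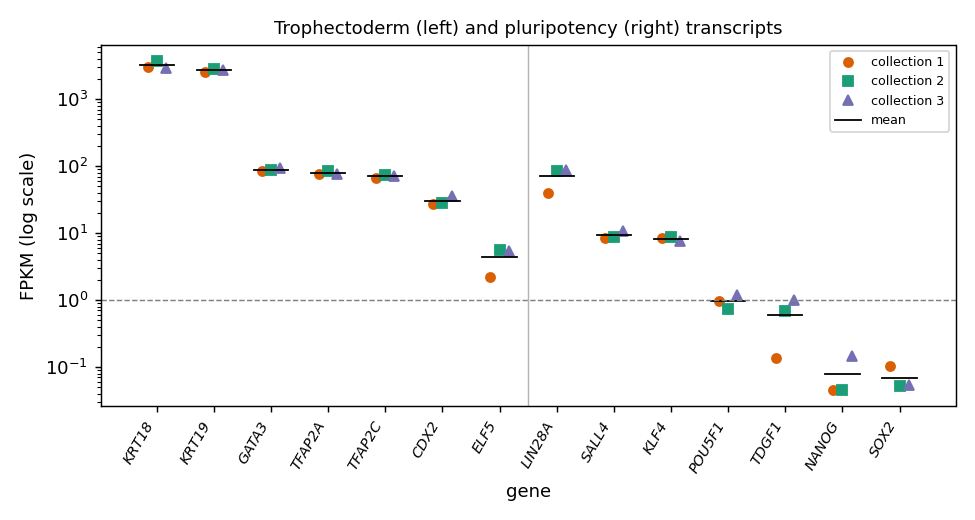
FPKM on a log scale of 7 trophectoderm genes (left) and 7 genes linked to pluripotency (right) in each of the 3 collections, with the mean as a line and the threshold of 1 FPKM dashed. The trophectoderm genes lie above the threshold in every collection, while *NANOG* and *SOX2* lie below 1 FPKM in every collection.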

On comparing transcript expression in trophoblast colonies with day-7 blastocysts, trophoblast-specific genes were found in both datasets; core pluripotency genes *POU5F1*, *NANOG* and *SOX2* associated with the inner cell mass were not expressed in trophoblast colonies (Fig. 3C). Comparison of transcription factors expressed in trophoblast stem cells as reported for mice and humans (Tanaka et al., 1998; Ohinata and Tsukiyama, 2014; Okae et al., 2018), showed consistencies and some deviations (Fig. 3D). 

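Among transcription factors known from trophoblast stem cells of other species, *TFAP2C* was at 70.5 ± 2.85 FPKM (SD, n = 3), *ID2* at 77.7 ± 10.3, *KLF5* at 46.4 ± 4.53 and *CDX2*, which specifies trophectoderm, at 30.5 ± 5.13 FPKM. *TFAP2C* and *ID2* were in the highest quartile of expression, and *KLF5* and *CDX2* in the next. *ELF5* was much lower, at 2.19, 5.65 and 5.35 FPKM in collections 1, 2 and 3, and was in the lowest quartile of expressed genes. *ESRRB* and *TEAD4* are not analysed here. Other factors of the set drawn in Fig. 3D were *NAP1L1*, a nucleosome assembly factor, at 816 ± 143 FPKM, *GATA3* at 88.8 ± 5.02, *TEAD2*, an effector of Hippo signaling, at 39.7 ± 7.35, *ETS2* at 36.5 ± 1.67 and the chromatin remodeler *SMARCA4* at 22.2 ± 1.34 FPKM. *ASCL2*, which keeps mouse spongiotrophoblast progenitors, averaged 2.11 ± 1.31 FPKM and was below 1 in collection 1, at 0.662. Of the 14 factors of this set that were measured, 12 had a mean FPKM above 1.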

Expression of *CDX2*, *ELF5*, *ID2*, *KLF5*, *ESRRB* and *TFAP2C*, considered critical transcription factors for trophoblast stem cells, was as expected. 

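*EOMES*, a T-box transcription factor, had 0 counts in each of the 3 collections. At the depth of these libraries this allows up to 3 counts, or 0.199 to 0.214 CPM, in a collection. That limit holds only if the gene model of *EOMES* is sound, which was not checked. *POLR2K*, a subunit of all nuclear RNA polymerases, also had 0 counts in these libraries. By comparison, the lowest expressed factor of the same set, *ASCL2*, had 11, 53 and 39 counts.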

A primary deviation was that *EOMES*, also considered critical, was not expressed; we believe that this is a species-specific difference because expression of *EOMES* was also not observed in day-7 blastocysts (Fig. 3D). Lack of *EOMES* expression in bovine blastocysts was also indicated in previous studies (Hall et al., 2005; Ozawa et al., 2012). 

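*GCM1*, which drives syncytiotrophoblast formation in mice and humans, was at 0.248 ± 0.221 FPKM (SD, n = 3), and at 0.125 without collection 1. It was below 1 FPKM in every collection. Its 16, 6 and 2 counts in collections 1, 2 and 3 show a low level of transcript that was highest in collection 1.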

Two additional distinctions were: GCM1, considered a transcriptional indication of differentiation to syncytiotrophoblasts (Simmons et al., 2008; Matsuura et al., 2011; Lu et al., 2013; Zhu et al., 2017), was expressed in day-7 blastocysts but not in blastocyst-derived trophoblasts. 

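*HAND1*, a basic helix-loop-helix factor of trophoblast giant cells in mice, was at 96.4, 104 and 118 FPKM in collections 1, 2 and 3. Its mean of 106 ± 11.2 FPKM (SD, n = 3) was in the highest quartile of expression. Most genes on a list for later, binucleate trophoblast were not expressed. Of 18 measured, 4 were expressed, among them the steroid hydroxylase *CYP17A1* (194 ± 75.5 FPKM) and the aromatase gene *CYP19A1* (28.7 ± 3.00 FPKM). These steroid enzymes alone do not show that binucleate cells were present. The prolactin-related *PRP1* and the binucleate cell glycoprotein *PAG1* had 0 counts in every collection. *CSH2*, of the same list, had 0, 2 and 0 counts in collections 1, 2 and 3.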

*HAND1*, considered a transcription factor that promotes differentiation to trophoblast giant cells (Scott et al., 2000; Hughes et al., 2004), was expressed in blastocyst-derived trophoblasts but not in day-7 blastocysts (Fig. 3D). Expression of *HAND1* without *GCM1* in the blastocyst-derived trophoblasts, and expression of *GCM1* only in the day-7 blastocyst not only present a functional contradiction based on knowledge of stemness and differentiation in other species (Hughes et al., 2004; de Mestre et al., 2009), but also indicate that transcriptional regulation at the bovine blastocyst trophectoderm and the resulting trophoblast stem cells have species-specific distinctions.

**Fig. 3.**
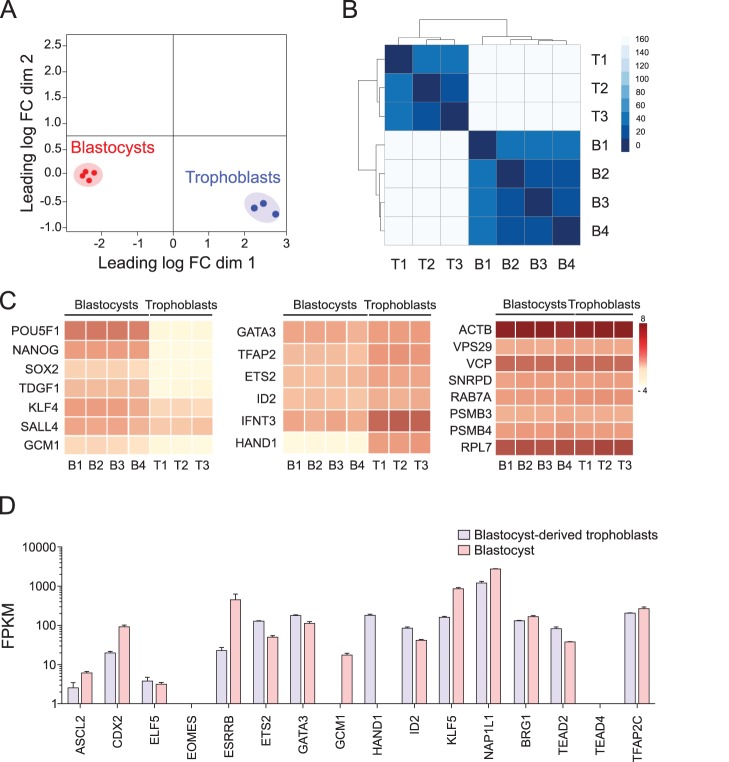
**Homogeneity within cultured bovine blastocyst-derived trophoblast colonies and trophoblast stem cells.** (A) Multidimensional scaling plot of blastocyst (*n*=4) and trophoblast (*n*=3) transcriptome datasets. Within each group, biological replicates clustered together indicating similarity in the gene expression profiles. (B) Heatmap of sample distance and unsupervised hierarchical clustering based on global gene expression showing distinct blastocyst and trophoblast colony datasets. Samples were clustered by Euclidean distance. (C) Heatmap representation highlighting similarities and distinctions in gene expression by trophoblast colonies compared to blastocysts. In trophoblast colonies, expression of pluripotency related genes was low, and trophoblast-specific genes were similar or higher than blastocysts. Gene expression for a variety of housekeeping genes were similar between trophoblasts and blastocysts. Scale log FPKM. (D) Expression of transcription factors that define trophoblast stem cells as reported for mice and humans, correlating day-7 blastocysts and blastocyst-derived trophoblasts (mean±s.e.m.).

### Trophoblast proteome showed overrepresentation of structural proteins

Whole-cell proteomics detected only 1418 proteins (15.3% of the transcriptome) (Fig. 4A). Upon analysis we detected that skewed high abundance of structural elements (41.9% of proteins identified) might have masked the identification of low abundant proteins (Fig. 4B,C). This indicated that whole-cell proteomics was not fully representative of the entire functional features of these cells. Of the 1418 proteins, 68 were identified as secreted (Fig. 4D). We are not discussing these separately as most were also identified in the transcriptome. Notably, expression of trophoblast Kunitz-domain proteins (TKDPs) and pregnancy associated glycoproteins (PAGs) were prominent secreted elements identified in the proteomics. Full lists of proteins identified are provided as supplementary information (Table S1); raw data, mzML and scaffold results are available from the MassIVE proteomics repository (MSV000083135).

**Fig. 4.**
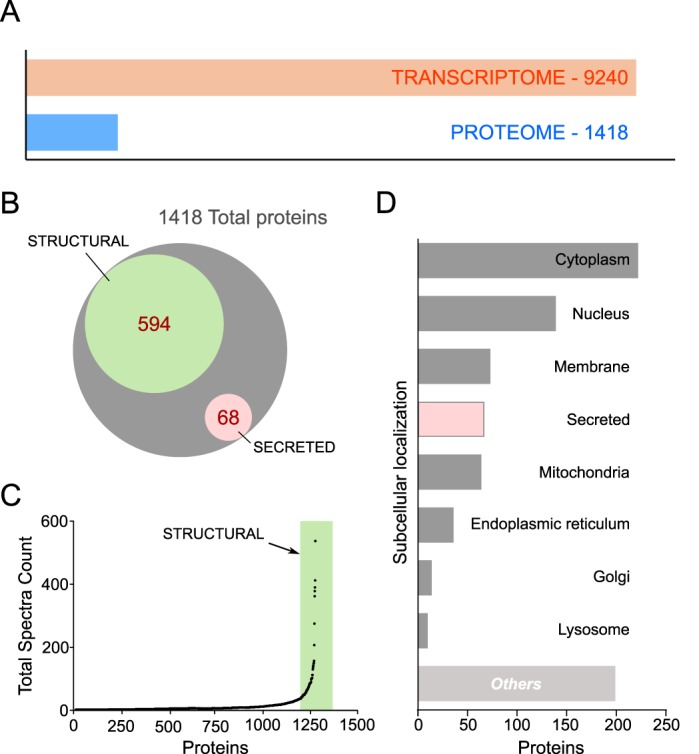
**Whole-cell proteomics indicated an overabundance of structural proteins in bovine blastocyst-derived trophoblasts.** (A) Comparison of total proteins identified with the total transcripts sequenced in blastocyst-derived trophoblasts. (B,C) Euler diagram and dot plot of spectra counts showing the disproportionate abundance of structural proteins in the proteomics dataset. (D) Subcellular classification of proteins identified in the trophoblast proteome after filtration using the algorithm to identifying secreted proteins.

### Quantitative classification of trophoblast transcriptomics established prominent functional elements

Gene expression data from the trophoblast transcriptome were first filtered by selecting only transcripts that had FPKM>1 and eliminating ultra-low expression and false-positives (Fig. 5A). 

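Of 13897 genes in the deposited tables, 2338 had no count in any collection and 9028 had a mean FPKM above 1. In single collections, 8998, 8938 and 8935 genes were above 1 FPKM. Genes removed by the threshold included those of other cell types, such as the leukocyte antigen *PTPRC* (0 counts in every collection), along with 31 of the 40 keratins in the tables. The threshold also kept 95 of 791 microRNA genes. These are shorter than the RNA that poly(A) libraries are made from, and small counts gave some of them a high FPKM, as for *MIR2315* with 42, 41 and 41 counts and 4688 ± 131 FPKM (SD, n = 3).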

The resulting 9240 transcripts were then grouped into very high expression (VHE), high expression (HE), medium expression (ME) and low expression (LE) categories by delineating the distribution of absolute expression into four quartiles (Fig. 5B). This approach allowed for both combined and quantitatively separated analyses to provide varied thresholds in refining this dataset. 

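Each quartile of the 9028 expressed genes held 2257 genes. The VHE class began at 52.3 FPKM, HE at 20.9 and ME at 8.13 FPKM, and VHE genes carried 85.3% of the summed FPKM. When each collection was ranked alone, 7576 genes (83.9%) were in the same class in all 3 collections, as were 2056 of the 2257 VHE genes (91.1%). Of 38 gene lists tested, 7 were over-represented there at an adjusted p under 0.05, namely oxidative phosphorylation, the TCA cycle, trophectoderm markers, glycolysis, galactose metabolism, myosins and fatty acid synthesis, and no list was under-represented (Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment). The calls of myosins and fatty acid synthesis ended under an alternative and the 5 others did not. With all genes of the tables as background, the class tested was the highest quartile of all of them, which is wider than VHE. In that setting 3 lists were under-represented, namely collagens, fibroblast markers and hypoblast markers. Against other expressed genes, lists with up to 13 expressed members did not pass as under-represented even with 0 of them in VHE, so the test says little on under-representation. Genes, not collections, are the units of this test, so it describes the ranking within this transcriptome. Of the VHE genes, 64 were microRNA genes, with a median of 3 counts summed over the collections.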

Gene ontology (GO) terms were assigned to transcripts and lists generated for molecular function (Fig. 5C). The functional categories of relevance are highlighted below, and the full list including analyses and classifications is provided as supplementary information (Table S1); the complete RNA-seq datasets are also available through NCBI GSE (GSE122418).

**Fig. 5.**
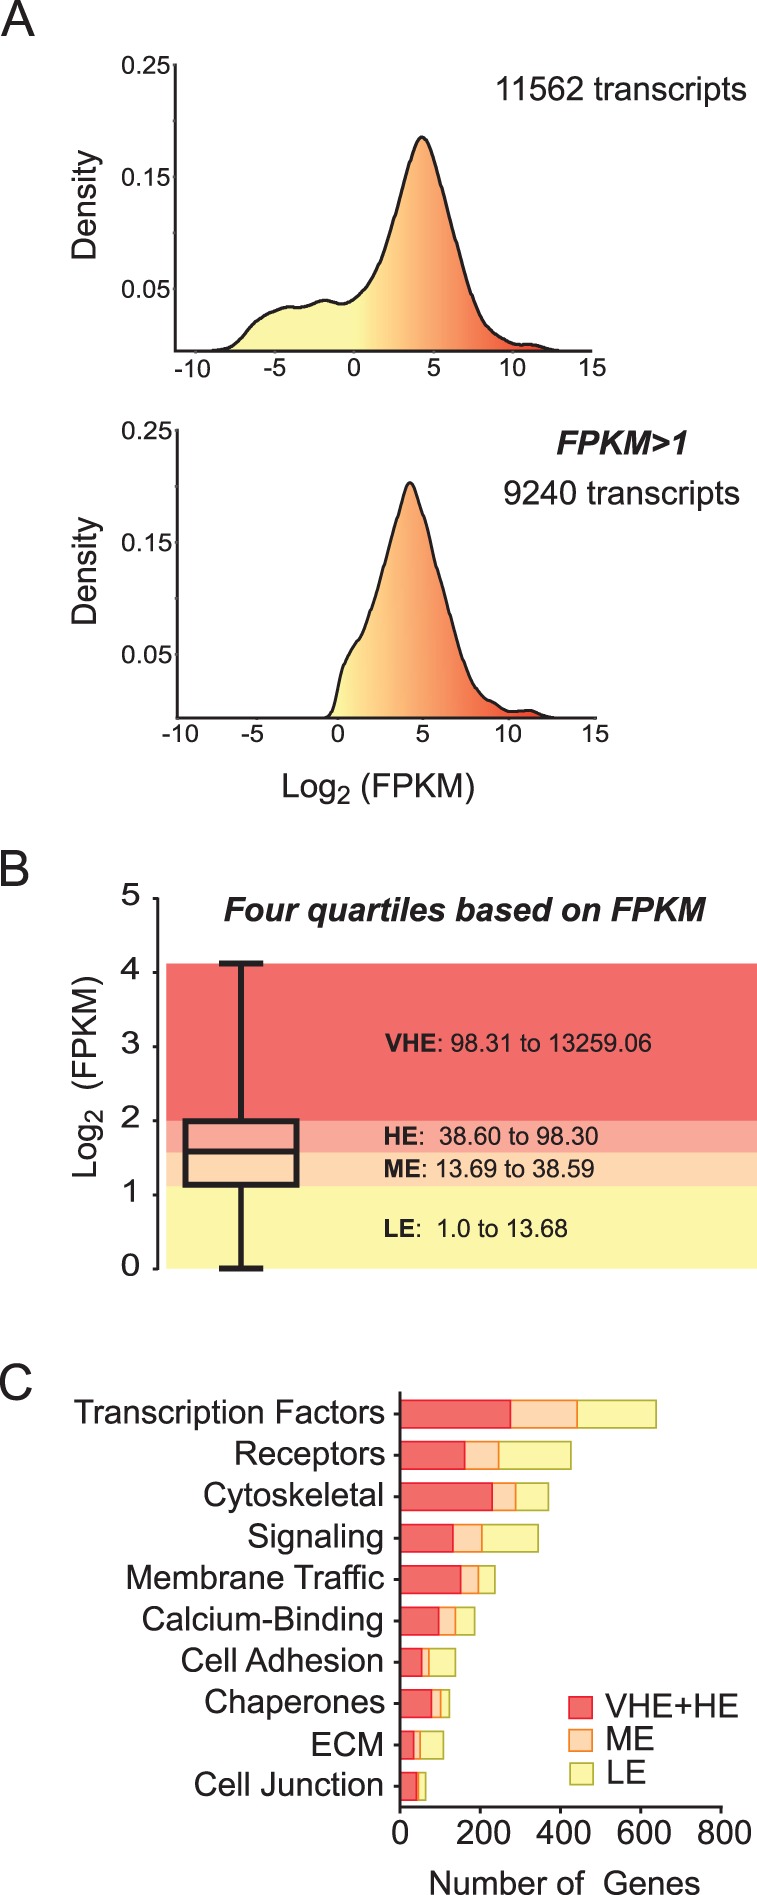
**Quantitative classification of gene expression based on gene ontology terms in bovine blastocyst-derived trophoblasts.** (A) Density histograms of gene expression levels from RNA Seq analysis of trophoblast cells before and after filtering for FPKM>1 threshold. (B) Classification of transcriptome into expression-based quartiles for functional analyses. Genes were classified based on FPKM into very highly expressed (VHE), highly expressed (HE), moderately expressed (ME) and low expressed (LE) groups. (C) GO terms assigned to transcripts (VHE, HE, ME and LE) showing relative distribution across molecular function terms.

#### Growth factors, cytokines and other secreted factors

Table 2 shows the complete list of GO: growth factors and cytokines together with other known factors of functional relevance in blastocyst-derived trophoblasts. The TKDPs constitute a placenta-specific family of proteins that exist only in ruminant ungulates and are expressed for short periods of time in the preimplantation embryo (MacLean et al., 2003). *TKDP4*, the only TKDP with high proteinase inhibitory activity (MacLean et al., 2004), was among the VHE group in blastocyst-derived trophoblasts. 

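*TKDP4*, a Kunitz-type proteinase inhibitor of the ruminant trophoblast, was at 6060.1, 7247 and 4834 FPKM in collections 1, 2 and 3. Only 3 genes had a higher mean. *TKDP2*, of the same family, was at 49.6 ± 27.4 FPKM (SD, n = 3), in the HE class, and *TKDP1* had 0 counts in every collection.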

The PAGs represent a diverse family of proteins expressed exclusively by trophoblasts in patterns that vary with differentiation (Zoli et al., 1991; Xie et al., 1994; Roberts et al., 1995; Green et al., 2000). *PAG2*, *PAG11*, *PAG12* and *PAG8* were among the VHE group in blastocyst-derived trophoblasts. Similarly, interferon-τ 3 (*IFNT3*), a factor that ensures receptivity of the maternal endometrium by preventing a return to ovarian cyclicity (Roberts et al., 1992a,b) was also in the VHE group in blastocyst-derived trophoblasts. 

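Transcripts of 4 pregnancy-associated glycoproteins, members of the aspartic proteinase family, were in the VHE class. *PAG2* was at 4627 ± 1624 FPKM (SD, n = 3), *PAG11* at 3326 ± 809.5, *PAG12* at 797 ± 395 and *PAG8* at 605 ± 109.6 FPKM. *PAG2*, *PAG11* and *PAG12* were each highest in collection 1, at 6443, 4178 and 1247 FPKM. *PAG7* followed far below, at 15.8 ± 5.03 FPKM. Of 20 genes of the family in the tables, 7 were expressed and 13 were not, and *PAG1*, *PAG9* and *PAG17* were among 10 with 0 counts in every collection. The family was not over-represented in the VHE class at the threshold (Fisher's exact test, two-sided, odds ratio 3.86, adjusted p = 0.206).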

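*IFNT3* averaged 849.8 ± 636 FPKM (SD, n = 3), and most of that came from 2 collections. It was at 123 FPKM in collection 1, 1304 in collection 2 and 1123 in collection 3, and each of these values is in the VHE range. A pair of related interferon genes had the same order of collections, *IFNT2* at 3.92, 32.2 and 24.6 FPKM and the interferon-ω gene *IFNW1* at 8.85, 81.8 and 70.2 FPKM. Summed over 5 interferon genes, CPM were 121 in collection 1, 1233 in collection 2 and 1076 in collection 3.

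**Figure D2:**
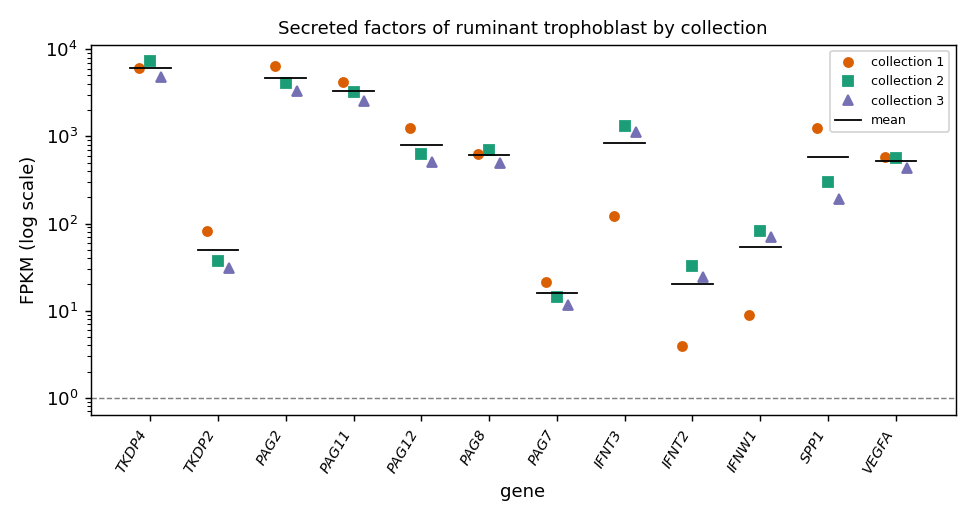
FPKM on a log scale of 12 secreted factors in each of the 3 collections, with the mean as a line and 1 FPKM dashed. The interferon genes lie lower in collection 1 than in collections 2 and 3, whereas *PAG2*, *PAG12*, *TKDP2* and *SPP1* lie higher there.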

The secreted factors also contained a variety of specific receptor ligands. This list included factors such as *PDGF* (HE), *FGF2* (ME) and *IL6* (ME) that have been demonstrated to be important for maintaining pluripotency in other species (Nichols et al., 1994; Yoshida et al., 1994; Vallier et al., 2005; Wong et al., 2012), and others such as *FGF1* (VHE), *HDGF* (VHE), *VEGF* (VHE), *FGF2* (ME) and *BMP4* (ME) that are known to differentiate cells to specific lineages.

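All 42 secreted factors of Table 2 were expressed in the 3 collections, 20 of them in the VHE class, 11 in HE, 8 in ME and 3 in LE. The paper drew Tables 2 to 5 from these same libraries, so tallies of their genes are not independent of them. The angiogenic factor *VEGFA* was at 526 ± 75.5 FPKM (SD, n = 3) and *HDGF* at 116 ± 6.69, both VHE. *FGF1* was at 48.4 ± 12.8 and *IL6* at 25.1 ± 5.43 FPKM, both HE, as were the ligands *PDGFA* at 29.6 ± 2.90 and *PDGFB* at 23.3 ± 1.16 FPKM. *BMP4* was at 8.71 ± 2.08 FPKM, in ME, and *FGF2* at 4.01 ± 0.911 FPKM, in LE. The matricellular factor *CYR61* was at 268 ± 69.2, *CTGF* at 186 ± 23.5 and the chemokine *CXCL16* at 177 ± 66.8 FPKM. The mean of *SPP1*, a ligand of integrins, was 575 ± 576 FPKM and fell to 244 FPKM without collection 1. That of the cytokine *MIF* was 108 ± 66.2 FPKM, and 69.8 without collection 3. On the receptor side, *FGFR2* was at 35.6 ± 1.72 FPKM, while the PDGF receptors *PDGFRA* and *PDGFRB* were at 0.438 ± 0.0414 and 0.598 ± 0.116 FPKM, below the threshold.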

**Table 2.**
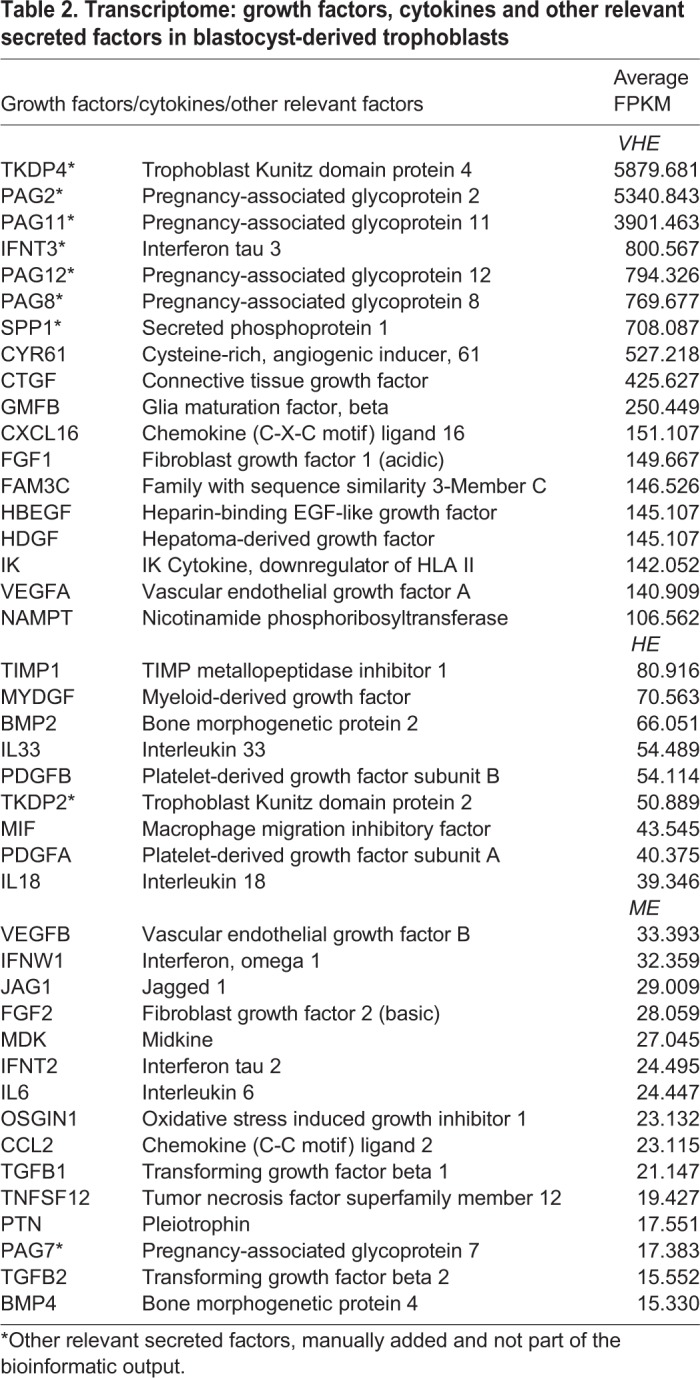
**Transcriptome: growth factors, cytokines and other relevant secreted factors in blastocyst-derived trophoblasts**

#### Structural elements

Table 3 shows selected list for GO: cytoskeletal elements in blastocyst-derived trophoblasts. Several of these transcripts were also identified by proteomics (Table S1). In addition to the actin and tubulin functional cytoskeletal network and associated proteins that maintain the dynamic state and vesicle/organelle transport, there was prominent presence of intermediate filaments, particularly cytokeratins which help these cells resist mechanical stress. 

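Filament genes of simple epithelia carried most of the keratin signal. *KRT18* and *KRT19* were at 3219 ± 430.2 and 2714 ± 118 FPKM (SD, n = 3), *KRT8* at 315 ± 26.4 and *KRT7* at 143 ± 12.2 FPKM, whereas the stratified epithelial keratin *KRT14* had 3, 13 and 6 counts in collections 1, 2 and 3. Of 40 keratins in the tables, 9 were expressed. Among tubulins, *TUBB* was at 895 ± 97.95 and *TUBA1B* at 521 ± 25.01 FPKM. The actin-severing factors *DSTN* and *CFL1* were at 4514 ± 534 and 1108 ± 42.05 FPKM, and the microtubule motor *KIF5B* at 119 ± 5.99 FPKM. The mesenchymal intermediate filament *VIM* was at 18.5 ± 1.20 FPKM, to which reads from the mouse fibroblast feeder layer may add. Of 86 cytoskeletal genes in Table 3, 85 were measured and all of these were expressed, 59 in VHE, 21 in HE and 5 in ME. *KRT16* is not analysed here. Since the paper selected that table from these libraries, its tally is not independent of them. The whole families were not past the threshold for the VHE class, with adjusted p = 0.481 for keratins, 0.967 for kinesins and 0.55 for actins and tubulins (Fisher's exact test, two-sided).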

Different cytokeratins have been reported in trophoblasts across different species (Jackson et al., 1980; Daya and Sabet, 1991). There was also presence of transcripts encoding a functional cohort of contractile elements such as myosin, tropomyosin and associated proteins. 

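The essential light chain *MYL6* was at 1904 ± 185 FPKM (SD, n = 3), the regulatory light chains *MYL12A* and *MYL9* at 544 ± 30.1 and 189 ± 25.4, and the non-muscle heavy chain *MYH9* at 332 ± 31.05 FPKM. The tropomyosins *TPM4* and *TPM3* were at 1486 ± 62.8 and 126 ± 9.39 FPKM, and the calponins *CNN3* and *CNN2* at 365 ± 10.1 and 298 ± 34.8 FPKM. The skeletal heavy chains *MYH1*, *MYH2* and *MYH8* had 0 counts in every collection, the cardiac *MYH7* was at 0.208 ± 0.074 and the smooth muscle *MYH11* at 0.279 ± 0.0729 FPKM. Of 26 myosin genes, 14 were expressed and 10 of these were VHE, an over-representation in that class (Fisher's exact test, two-sided, odds ratio 7.03, adjusted p = 0.00214). The call ended with VHE and HE as 1 class (adjusted p = 0.0611 from the same test). It also ended for the highest quartile of all genes of the tables, with these as background (adjusted p = 0.193).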

We speculate that contractions that occur during blastocyst hatching might be a myosin-driven feature. Presence of myosin has been previously reported in murine trophoblasts, and hypothesized to be associated with controlling invasion during implantation (Sobel et al., 1980). 

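*EZR*, which encodes ezrin, was the most abundant of the 3 genes that link actin to the plasma membrane, at 2736 ± 115 FPKM (SD, n = 3). *MSN*, for moesin, was at 263 ± 23.7 FPKM and *RDX*, for radixin, at 71.02 ± 1.18 FPKM. The order of the 3 genes was the same in every collection, with *EZR* at 2627, 2857 and 2726 FPKM in collections 1, 2 and 3, and all were VHE.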

Trophoblasts also expressed Ezrin-Radixin-Moesin (ERM) transcripts/proteins that are known to organize signaling beneath the cell surface interfacing the extracellular environment and the cytoplasm (Neisch and Fehon, 2011). 

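*TES*, the gene of testin, was at 221 ± 10.6 FPKM (SD, n = 3), in the VHE class. The focal adhesion protein gene *ZYX* was at 477 ± 33.2 FPKM and the actin crosslinkers *ACTN4* and *ACTN1* were at 332 ± 24.6 and 166 ± 6.44 FPKM.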

Specific transcripts encoding elements such as plakophilin (Chen et al., 2002) and testin (Coutts et al., 2003) that anchor focal adhesions to the cytoskeleton were also detected.

**Table 3.**
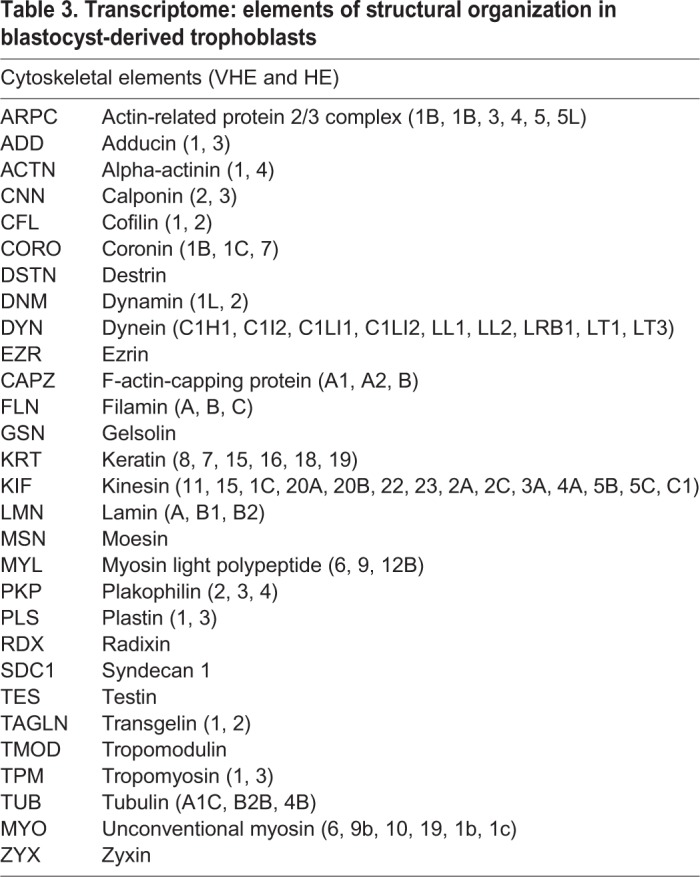
**Transcriptome: elements of structural organization in blastocyst-derived trophoblasts**

#### Extracellular organization

Tables 4 and 5 show selected lists for GO: extracellular matrix components and GO: cell junction and adhesion components respectively. Transcripts encoding three major extracellular components (fibronectin, laminin and collagen) that are also associated with a basement membrane were detected in blastocyst-derived trophoblasts. 

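*FN1*, *LAMB1* and *LAMC1* were each above every collagen gene measured. Reads from the mouse fibroblast feeder layer may add to the values of matrix genes, and their part was not settled. *FN1* was at 376 ± 182 FPKM (SD, n = 3), with 571 FPKM in collection 1 and 344 and 212 in collections 2 and 3. The laminin chains *LAMB1* and *LAMC1* were at 140.2 ± 9.82 and 113 ± 22.9 FPKM, both VHE, and *LAMB3* and *LAMB2* at 16.6 ± 7.54 and 7.23 ± 3.29 FPKM. Of 21 collagen genes in the tables, 5 were expressed, 2 in ME and 3 in LE. The collagens *COL4A2*, *COL5A1*, *COL5A2* and *COL6A3* and the laminin *LAMA1* are not analysed here. *COL1A1* was at 17.9 ± 2.86, *COL1A2* at 5.26 ± 0.623 and the basement membrane collagen *COL4A1* at 5.41 ± 3.67 FPKM. The collagen list was not past the threshold (Fisher's exact test, two-sided, odds ratio 0.272, adjusted p = 0.55). In the highest quartile of all genes of the tables, with these as background, it was under-represented (adjusted p = 0.0194 from the same test). Of the 18 extracellular matrix genes in Table 4, 17 were expressed, 6 in VHE, 3 in HE, 6 in ME and 2 in LE. *LTBP2* was at 0.584 ± 0.167 FPKM. The mean of *MGP*, the matrix Gla protein, was 29.8 ± 34.95 FPKM and 9.83 without collection 1.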

Previous studies have demonstrated that the above three play a role in adhesion and migration of cells (Martin et al., 1984; McCarthy et al., 1985). 

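The claudins *CLDN4* and *CLDN6* were at 994 ± 39.8 and 985 ± 20.6 FPKM (SD, n = 3), *CLDN7* at 260.0 ± 38.4 and *CLDN1* at 109.9 ± 21.9 FPKM. E-cadherin (*CDH1*) was at 432 ± 5.72 FPKM and varied little, with 439, 432 and 427 FPKM in collections 1, 2 and 3, while N-cadherin (*CDH2*) was at 0.292 ± 0.111 FPKM. The desmosomal cadherins *DSC2* and *DSG2* were at 268 ± 3.11 and 195 ± 5.64 FPKM. For gap junctions, *GJB2* was at 103 ± 4.58 FPKM and *GJB6* at 111 ± 66.6, the latter 73.6 without collection 1. The gap junction gene *GJA1* was at 0.947 ± 0.148 FPKM, close under the threshold, and at 1.03 without collection 2. Of 15 claudins 7 were expressed, of 26 cadherins, desmogleins and desmocollins 7, and of 14 gap junction genes 5. None of these families passed the test for the VHE class, with adjusted p = 0.206, 0.206 and 0.766 (Fisher's exact test, two-sided). All 19 cell junction genes of Table 5 were expressed, 16 of them VHE.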

Transcripts encoding cell junctions were prominent with tight junctions (cadherins and claudins), gap junctions (gap junction beta 2, 6), signal triggers (integrins) and other stabilizing components. The existence of gap junction proteins in trophoblasts have been reported in rats (Grummer et al., 1996) and humans (Cronier et al., 2002); this suggests that cells of the trophectoderm could communicate as a syncytium. Beyond communication, it has been demonstrated in human trophoblasts that a protein kinase A-ezrin-gap junction alpha 1 signaling complex controls trophoblast fusion (Pidoux et al., 2014). In human trophoblasts, ezrin and E-cadherin expression were modulated by cytokines IL-1ß and TGF-ß1 (Karmakar and Das, 2004). 

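Of 21 integrin genes in the tables, 13 were expressed, 7 of them in the VHE class. The common β1 chain *ITGB1* led with 657 ± 39.1 FPKM (SD, n = 3). Its laminin-binding partner *ITGA6* was at 182 ± 26.2 and *ITGB4*, which pairs with *ITGA6* in hemidesmosomes, at 141 ± 43.3 FPKM. *ITGAV* and *ITGB6* were at 126 ± 4.52 and 76.5 ± 7.85, the collagen-binding *ITGA2* at 84.2 ± 25.6 and the fibronectin-binding *ITGA5* at 55.1 ± 2.57 FPKM. The leukocyte chain *ITGAL* was at 0.0531 ± 0.0296 FPKM, *ITGAM* had 0, 7 and 0 counts in collections 1, 2 and 3, and *ITGB7* and *ITGB2* were at 3.93 ± 0.83 and 2.00 ± 0.889 FPKM, in LE. *ITGA10* was at 0.674 ± 0.174 FPKM. The integrin list was not past the threshold for the VHE class (Fisher's exact test, two-sided, odds ratio 3.47, adjusted p = 0.102), and passed it when genes were ranked by CPM (adjusted p = 0.0267). Of the 32 cell adhesion genes in Table 5, 31 were expressed, 23 of them VHE, led by the tetraspanin *CD9* at 1668 ± 117 and the galectin *LGALS3* at 1598 ± 18.3 FPKM.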

A vast array of integrins that are expressed indicate signaling via ligand occupancy or by clustering alone (Akiyama, 1996; Vicente-Manzanares and Sánchez-Madrid, 2018). Integrin expression and its regulation have been studied in human trophoblasts (Burrows et al., 1993; Irving and Lala, 1995), and changes to the integrin profile has been observed during trophoblast invasion (Damsky et al., 1994). Integrins have also been detected in bovine trophoblasts of the placentome suggesting a role in functional attachment (Pfarrer et al., 2003).

**Table 4.**
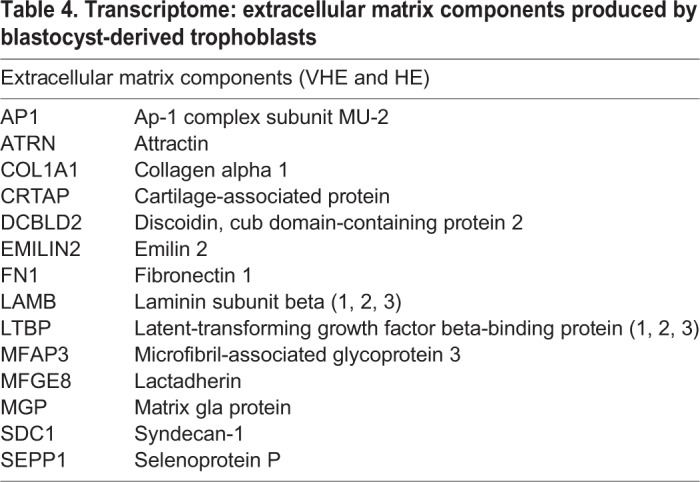
**Transcriptome: extracellular matrix components produced by blastocyst-derived trophoblasts**

**Table 5.**
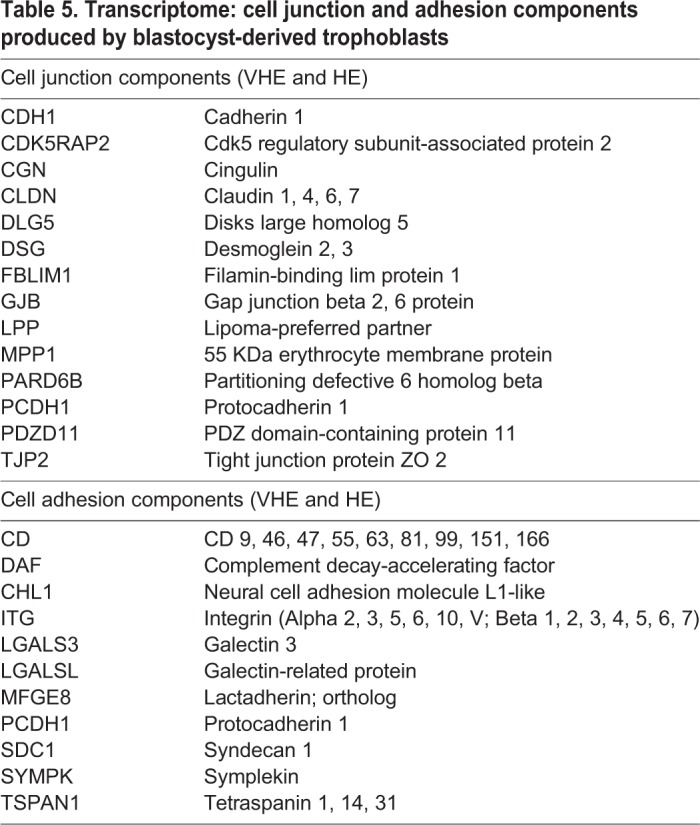
**Transcriptome: cell junction and adhesion components produced by blastocyst-derived trophoblasts**

#### Metabolic profile

For this analysis, we examined for specific transcripts across the different energy-generation systems using (Table 6). Importance of energy metabolism and changes to metabolic state that occur during differentiation has been highlighted in studies on human trophoblasts (Bax and Bloxam, 1997; Nadra et al., 2006; Pathmaperuma et al., 2010). Although our data do not quantitate the order of functional prominence in blastocyst-derived trophoblasts, they highlight the breadth of possibilities for metabolic functions. First, we find that *GLUT3* (*SLC2A3*) is the predominant glucose transporter in bovine trophoblasts with low to very low expression of *GLUT1* (*SLC2A1*) and *GLUT5* (*SLC2A5*). 

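*SLC2A3* was the highest of the glucose transporter genes in every collection, at 525, 760.4 and 826 FPKM in collections 1, 2 and 3. *SLC2A1* was at 292, 316 and 365 FPKM and *SLC2A5*, a fructose carrier, at 338, 239 and 239.6 FPKM. With means of 703 ± 158, 324 ± 37.1 and 272 ± 57.1 FPKM (SD, n = 3), all 3 genes were in the VHE class. *SLC2A8* followed at 9.68 ± 1.70 FPKM, and *SLC2A2*, the transporter of liver and pancreas, had 0 counts in every collection. Of 11 family members in the tables, 8 were expressed. The log2 ratio of *SLC2A3* over *SLC2A1* was 1.10 ± 0.22 (SD, n = 3), a 2.14-fold difference, and of the same sign in 3 of 3 collections. An exact sign-flip permutation test, two-sided, gave p = 0.25, the smallest p that 3 collections allow. On counts not divided by gene length the log2 ratio was 1.83. *SLC2A3* over *SLC2A5* had a log2 ratio of 1.36 ± 0.63, also with p = 0.25 from the exact sign-flip permutation test.

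**Figure D3:**
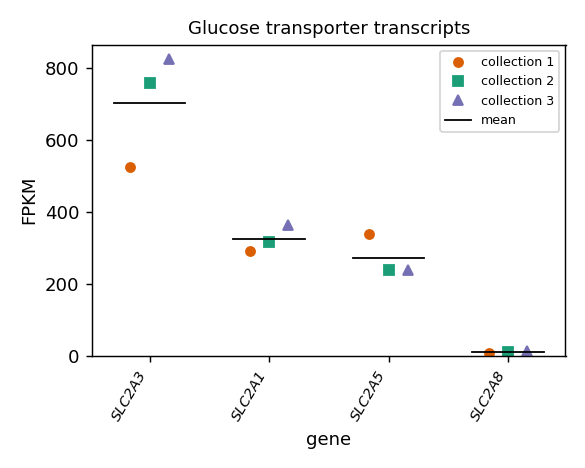
FPKM of 4 glucose transporter genes in each of the 3 collections, on a linear axis from 0, with the mean as a line. *SLC2A3* lies above *SLC2A1* and *SLC2A5* in each collection, and *SLC2A8* lies near 0.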

Initially identified as the neuronal glucose transporter, *GLUT3* is known to be highly expressed in neurons and has been classically considered as insulin insensitive (Nagamatsu et al., 1994; Olson and Pessin, 1996), meaning that they do not require insulin for translocation to the plasma membrane. *GLUT1* is consistently insulin sensitive (Ebeling et al., 1998). *GLUT3* has higher affinity for glucose than *GLUT1* and at least a fivefold greater glucose transport capacity (Simpson et al., 2008). This raises an interesting possibility that glucose uptake in trophoblasts may not be insulin-dependent. 

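*GAPDH* was at 4833 ± 891 FPKM (SD, n = 3), *ENO1* at 1793 ± 41.2, and *LDHA*, which reduces pyruvate to lactate, at 1008 ± 109.9 FPKM. Of 22 glycolysis genes measured, 18 were expressed, 12 of them VHE. The liver or neuronal forms *ALDOB*, *PKLR* and *ENO2* were at 0.939 ± 0.418, 0.736 ± 0.16 and 0.813 ± 0.45 FPKM. In TPM *ALDOB* and *ENO2* were above 1 (1.19 and 1.04), as were *ALDOB* without collection 1 (1.18 FPKM) and *ENO2* without collection 3 (1.04 FPKM). Among gluconeogenesis genes, *PC*, for pyruvate carboxylase, was at 47.5 ± 7.11 and the mitochondrial *PCK2* at 12.9 ± 2.15 FPKM. *FBP2* was at 7.32 ± 2.15 and *FBP1* at 0.48 ± 0.244 FPKM. The cytosolic *PCK1* had 0 counts in every collection. Of 7 such genes 5 were expressed and none was VHE. Glycolysis was over-represented in the VHE class (Fisher's exact test, two-sided, odds ratio 5.79, adjusted p = 0.00214), and gluconeogenesis was not past the threshold (odds ratio 0.272, adjusted p = 0.55 from the same test). *HK2* is not analysed here.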

Transcripts encoding enzymes of glycolysis and gluconeogenesis were expressed in trophoblasts suggesting that these processes are active. 

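All 14 genes of galactose metabolism were expressed, 10 of them in the VHE class. Aldose reductase (*AKR1B1*), which also has prostaglandin F synthase activity, was at 1328 ± 204 FPKM (SD, n = 3), the mutarotase *GALM* at 292 ± 9.03 and the galactosyltransferase *B4GALT1* at 239 ± 18.8 FPKM. In the pentose phosphate pathway, 11 of 12 measured genes were expressed and 5 were VHE. Transketolase (*TKT*) was at 347 ± 6.69, *PGD* at 214 ± 9.61, *TALDO1* at 212 ± 13.2 and *G6PD*, the enzyme of the first step, at 77.6 ± 20.2 FPKM, while the transketolase-like *TKTL1* had 0 counts in every collection. Galactose metabolism was over-represented in the VHE class (Fisher's exact test, two-sided, odds ratio 7.03, adjusted p = 0.00214), and the pentose phosphate pathway was not past the threshold (odds ratio 2.54, adjusted p = 0.372 from the same test).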

Transcripts encoding enzymes in galactose metabolism feeding into glycolysis and pentose phosphate pathway were also expressed. 

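The list of fatty acid synthesis had a higher median than that of lipid uptake and storage, at 97.5 against 8.52 FPKM over the measured members. These medians depend on which genes each list holds and do not compare the activity of the processes. Of 17 synthesis genes measured, 15 were expressed, 9 of them in the VHE class. The acyl-CoA synthetase *ACSL3* was at 546 ± 35.5 FPKM (SD, n = 3), the desaturase *SCD* at 289.8 ± 68.7 and the elongase *ELOVL5* at 252 ± 41.1 FPKM. Of 25 uptake and storage genes measured, 19 were expressed and 3 were VHE. The fatty acid-binding protein *FABP5* was at 407 ± 18.01 and the lipid droplet coat gene *PLIN3* at 169 ± 29.8 FPKM. *FABP4* and *PLIN5* had 0 counts in every collection, and *LPL* was at 0.0132 ± 0.0115 FPKM. For fatty acid oxidation, 19 of 21 genes were expressed and 7 were VHE, with the peroxisomal oxidase *ACOX1* at 187 ± 22.5 and *ACADVL* at 72.4 ± 9.75 FPKM. Fatty acid synthesis was over-represented in the VHE class (Fisher's exact test, two-sided, odds ratio 4.40, adjusted p = 0.0226), a call that ended with VHE and HE as 1 class (adjusted p = 0.148). Oxidation was not past the threshold (adjusted p = 0.543 from the same test). It passed for the highest quartile of all genes of the tables, with these as background (adjusted p = 0.0382). Uptake and storage was not past it (adjusted p = 0.594).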

Second, transcripts encoding components of lipid synthesis, transport, storage and metabolism were expressed at high levels in blastocyst-derived trophoblasts. 

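*FASN* was at 81.2, 103 and 109 FPKM in collections 1, 2 and 3, with a mean of 97.5 ± 14.4 FPKM (SD, n = 3), in the VHE class. *CD36*, a fatty acid receptor, was at 67.7, 38.8 and 81.6 FPKM. Its mean of 62.7 ± 21.8 FPKM was VHE, and collection 2 alone lay under the bound of 52.3 FPKM. *LDLR* was at 21.6 ± 5.97 FPKM, just above the HE bound of 20.9 FPKM, with 26.8, 15.1 and 22.9 FPKM in the 3 collections.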

Fatty acid synthase (*FASN*), scavenger receptor *CD36*, and low-density lipoprotein receptor (*LDLR*) were in the VHE group. Substantial fatty acid synthesis and release has been previously reported in human trophoblasts (Coleman and Haynes, 1987). The phenotype of the trophectoderm and blastocyst-derived trophoblast cells show abundant lipid droplets (Fig. 2) indicating that lipid accumulation could be a primary reserve for energy metabolism in these cells. 

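All 22 genes of cholesterol synthesis were expressed, 8 in VHE, 8 in HE, 5 in ME and 1 in LE. *HMGCR*, which encodes the rate-limiting reductase, was at 57.3 ± 15.3 FPKM (SD, n = 3), *HMGCS1* at 100.2 ± 47.5 and *MSMO1* at 147 ± 61.3 FPKM. Collection 1 had the highest value for 20 of the 22, as for *HMGCS1* with 154, 64.9 and 81.5 FPKM in collections 1, 2 and 3. Genes downstream of cholesterol were expressed too. *HSD3B1*, which converts pregnenolone to progesterone, was at 98.9 ± 18.8, *CYP17A1* at 194 ± 75.5 and aromatase (*CYP19A1*) at 28.7 ± 3.00 FPKM. *CYP11A1*, which makes pregnenolone, had 376, 218 and 256 counts in collections 1, 2 and 3. Its 204 ± 56.97 FPKM rests on an implied length of 94.9 nt and cannot be ranked against the other enzymes. *HSD17B1*, which reduces estrone to estradiol, was at 0.401 ± 0.319 FPKM, and at 0.218 without collection 3. The adrenal *CYP11B1* had 0 counts in every collection. Of 13 steroid synthesis genes measured, 10 were expressed and 5 were VHE, *CYP11A1* among them. Neither list was past the threshold for the VHE class (Fisher's exact test, two-sided, odds ratio 1.76, adjusted p = 0.468 for cholesterol and odds ratio 3.00, adjusted p = 0.34 for steroids). Without genes under 150 nt, which leaves out *CYP11A1*, the odds ratio of the steroid list was 2.46 (adjusted p = 0.481). Cholesterol synthesis passed the threshold for the highest quartile of all genes of the tables, with these as background (adjusted p = 9.74e-04 from the same test).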

There was also indication for active cholesterol synthesis with *HMGCR* in the VHE group, and the ability to generate pregnenolone (*CYP11A1*), but subsequent conversion to progesterone and estradiol. 

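Of 82 oxidative phosphorylation genes, 79 were expressed and 74 of these were VHE. The ATP synthase subunits *ATP5L*, *ATP5G3* and *ATP5A1* were at 890.2 ± 77.04, 819 ± 95.5 and 662 ± 78.5 FPKM (SD, n = 3), and the cytochrome oxidase subunit *COX7A2* at 708 ± 59.7 FPKM. The 3 not expressed, *COX4I2*, *COX6A2* and *COX8B*, are tissue-specific subunits. All 21 TCA cycle genes were expressed, 16 in VHE and 5 in HE, with the malate dehydrogenases *MDH1* and *MDH2* at 308 ± 33.4 and 209 ± 28.5 and *SDHC* at 181 ± 8.06 FPKM. The 5 genes of the pyruvate dehydrogenase complex, which links glycolysis to the cycle, were expressed, led by *DLD* at 229 ± 46.9 and *PDHB* at 79.8 ± 9.82 FPKM. Fisher's exact test, two-sided, gave odds ratio 41.98, adjusted p = 2.44e-37 for oxidative phosphorylation and odds ratio 9.06, adjusted p = 2.29e-05 for the TCA cycle. Ranked by CPM, which does not divide by gene length, the odds ratio of oxidative phosphorylation was 2.54 (adjusted p = 5.13e-04) and that of the TCA cycle 23.6 (adjusted p = 1.60e-08). The pyruvate dehydrogenase complex was not past the threshold (adjusted p = 0.766). Of the 79 oxidative phosphorylation genes, 59 were lowest in collection 1, by a small margin. Their median log2 ratio of collection 1 over the mean of the others was -0.161. Genes encoded in the mitochondrial genome are not analysed here.

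**Figure D4:**
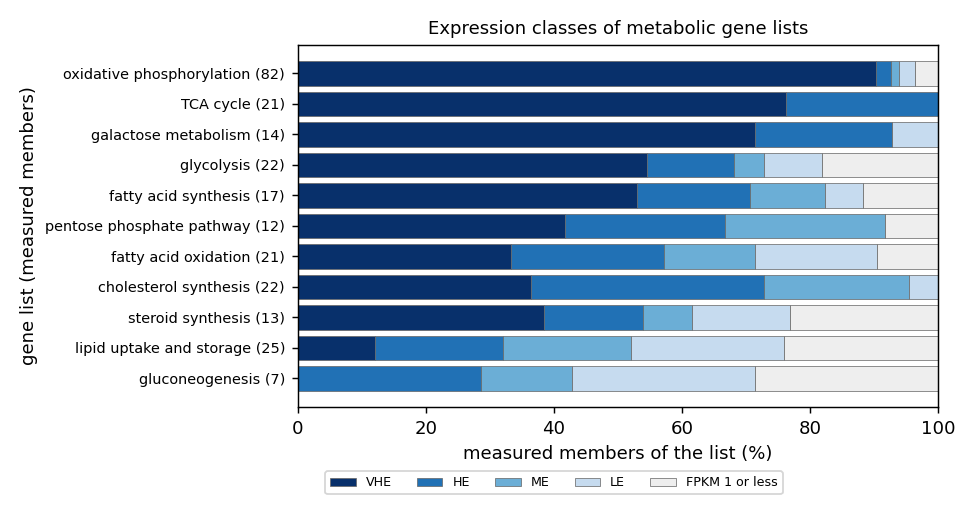
Share in percent of the measured members of 11 metabolic gene lists that fall in each expression class, with genes at 1 FPKM or less in grey and the number of measured members in brackets. Oxidative phosphorylation has the longest VHE bar, with 74 of 82 members, and gluconeogenesis has none.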

Third, all elements for TCA cycle and mitochondrial oxidative phosphorylation were also expressed in trophoblasts. *In vivo*, glucose and oxygen availability in the uterine fluid could be determinants of preimplantation metabolic status of the trophectoderm. Based on studies performed using human trophoblasts, metabolic adaptations can be quite distinct during trophoblast differentiation (Bax and Bloxam, 1997).

**Table 6.**
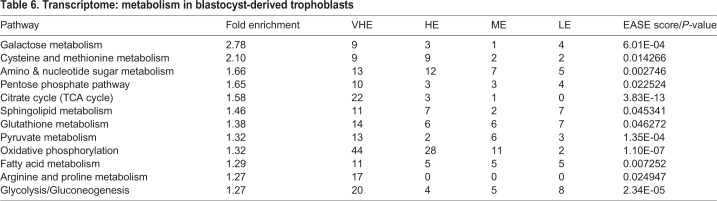
**Transcriptome: metabolism in blastocyst-derived trophoblasts**

#### Transcriptional profile

For this analysis, we generated a full list of transcription regulators present in bovine blastocyst-derived trophoblasts and then modeled the pathways that they represent (Table 7). Basic leucine zipper domain (*bZIP*) forms a large cohort of transcription factors with numerous downstream functions. It was observed as a prominent pathway predicted from expressed transcripts and it encompasses numerous factors with diverse functions. For example, *bZIP* transcription factors *ATF1* and cAMP response element binding (*CREB*) factor were found critical for blastocyst formation and survival in mice (Bleckmann et al., 2002); the same factors induce human chorionic gonadotrophin expression in human trophoblasts (Matsumoto et al., 1998; Knofler et al., 1999). 

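Of 43 bZIP genes measured, 36 were expressed, 5 in VHE, 14 in HE, 9 in ME and 8 in LE. The stress-response factor *ATF4* led with 374 ± 46.8 FPKM (SD, n = 3), followed by the antioxidant regulator *NFE2L2* at 143 ± 30.7, the unfolded protein response factor *XBP1* at 99.7 ± 6.74 and *FOS* at 58.7 ± 15.1 FPKM. *ATF1* and *CREB1* were at 39.2 ± 1.65 and 14.3 ± 1.98 FPKM, in HE and ME. The immune cell factors *BATF* and *BATF3* had 0 counts in every collection. The list was not over-represented in the VHE class (Fisher's exact test, two-sided, odds ratio 0.522, adjusted p = 0.391), and 10 of its 53 members are not analysed here.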

Activin ß signaling, primarily through SMADs was observed. 

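Most genes of the activin and TGF-β pathways that were measured were expressed. *SMAD1*, *SMAD2* and the common *SMAD4* were at 72.3 ± 5.28, 53.9 ± 2.37 and 51.9 ± 1.20 FPKM (SD, n = 3), and the inhibitory *SMAD7* at 11.4 ± 0.601 FPKM. Of 8 SMAD genes 7 were expressed. The receptors *TGFBR1* and *TGFBR2* were at 53.2 ± 2.91 and 31.99 ± 12.6 FPKM and the activin antagonist *FSTL3* at 99.1 ± 9.21 FPKM. The activin receptor gene *ACVR1C* had 0 counts in every collection, and the receptor genes *ACVR1B* and *TGFBR3* are not analysed here. *NODAL* was at 0.186 ± 0.0939, *INHA* at 0.119 ± 0.0427 and *FST*, for follistatin, at 0.522 ± 0.251 FPKM, all below the threshold. Of 20 ligand and receptor genes measured, 16 were expressed and 2 were VHE. Neither SMADs nor the ligand and receptor list passed the test for the VHE class, with adjusted p = 1 and 0.587 (Fisher's exact test, two-sided).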

In murine trophoblast stem cells, activin signaling has been reported to maintain self-renewal (Zhu et al., 2015). SMADs are also the main signal transducers for the TGFß signaling pathway (Abdollah et al., 1997). The Toll gene in *Drosophila* is one of the key genes determining the developmental body plan (Anderson et al., 1985). It was subsequently rediscovered for its role in immunity, and mammalian Toll-like receptors are well studied in the context of pathogen defense (Akira and Takeda, 2004). In murine trophoblast stem cells, TLRs 1-6 were found to be expressed (Aikawa et al., 2014). 

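*TLR2*, a receptor for bacterial lipoproteins, was at 39.6, 69.4 and 56.97 FPKM in collections 1, 2 and 3, with a mean of 55.3 ± 14.97 FPKM (SD, n = 3). *TLR3*, which senses double-stranded RNA, was at 4.25 ± 0.714 FPKM. *TLR6* was at 0.358 ± 0.00888 FPKM, from 16, 15 and 14 counts, and did not reach 1 FPKM in any collection. The other 7 Toll-like receptor genes were lower still, with *TLR7* at 0.201 ± 0.00653 and *TLR4* at 0.132 ± 0.0229 FPKM and 0 counts for *TLR8* and *TLR10* in every collection.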

We found *TLR2*, *TLR3* and *TLR6* expressed in bovine blastocyst-derived trophoblasts. Although innate immune functions relevant to invasive placentas have been suggested (Rose et al., 2011), presence in the bovine trophectoderm remains to be functionally examined. Active synthesis of ribosomal RNA (rRNA) transcripts was indicated by the enrichment of RNA polymerase I, perhaps an indication of proliferation. 

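Of 18 genes of RNA polymerase I and its factors measured, 17 were expressed, 5 in VHE, 5 in HE, 5 in ME and 2 in LE. The subunits *POLR1D*, *POLR2L* and *POLR2E*, which RNA polymerase I shares with other polymerases, were at 182 ± 7.86, 141 ± 21.4 and 79.3 ± 5.77 FPKM (SD, n = 3), and the promoter factor subunit *TAF1D* at 104 ± 25.8 FPKM. *POLR2K* had 0 counts in every collection. The list was not over-represented in the VHE class (Fisher's exact test, two-sided, odds ratio 1.32, adjusted p = 0.955). The enrichment that the paper states for this and for the p53 and GnRH receptor pathways comes from its own lists and reference. It is a different measure from a share in the VHE class. Of 24 cell cycle genes on a proliferation list, 21 were measured and all of these were expressed, 10 in VHE and 9 in HE, with the mitotic genes *UBE2C* at 214 ± 33.1, *BIRC5* at 133 ± 13.2, *CDK1* at 117 ± 17.7 and *CCNB1* at 116 ± 11.7 FPKM. That list was not past the threshold (odds ratio 2.75, adjusted p = 0.102 from the same test). It passed without collection 1 (adjusted p = 0.00906), with VHE and HE together (adjusted p = 0.0023) and ranked by CPM (adjusted p = 0.0368). The proliferation list also passed for the highest quartile of all genes of the tables, with these as background (adjusted p = 6.86e-09 from the same test).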

In other cell systems, increases in rRNA transcription increased proliferation and vice versa (Hayashi et al., 2014; Zhang et al., 2014).

**Table 7.**
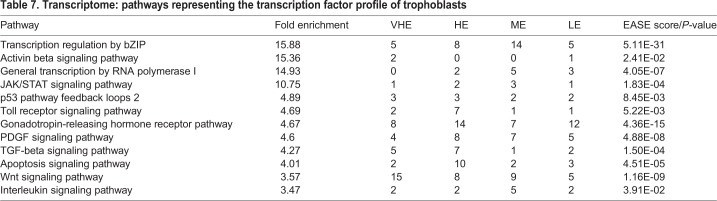
**Transcriptome: pathways representing the transcription factor profile of trophoblasts**

Signaling via the JAK/STAT signaling pathway (Darnell, 1997) was predicted to be active with expression of STAT1, STAT2 and STAT3 transcripts. 

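*STAT1* was at 73.1 ± 11.3 FPKM (SD, n = 3), in the VHE class, and *STAT2* at 16.03 ± 2.54 FPKM, in ME. *STAT3* was at 0.665, 0.34 and 0.458 FPKM in collections 1, 2 and 3, below the threshold of 1 FPKM in each. Among the kinases upstream, *JAK1* was at 23.6 ± 2.66 and *TYK2* at 20.1 ± 0.543 FPKM. The receptor chain *IL6R* was at 62.99 ± 11.3 FPKM, whereas *LIF* was at 0.19 ± 0.101 FPKM and the receptor gene *LIFR* had 0, 5 and 5 counts. *IL6ST*, *JAK2*, *JAK3* and *SOCS1* are not analysed here. Of 16 genes of the pathway measured, 10 were expressed and 2 were VHE, and the list was not over-represented in that class (Fisher's exact test, two-sided, odds ratio 0.882, adjusted p = 1.00).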

In human trophoblasts, STAT signaling has been demonstrated to be involved in invasive differentiation (Fitzgerald et al., 2005; Poehlmann et al., 2005). In murine trophoblasts, leukemia inhibitory factor (LIF) mediated STAT3 signaling was found important for placental development and implantation (Cheng et al., 2001; White et al., 2007; Winship et al., 2015). Upstream, the major effects resulting from deletion of interleukin 6 signal transducer (IL6ST or gp130), a shared co-receptor for IL6 cytokines including LIF, are abnormal placental development and lethality (Yoshida et al., 1996). Deletion of STAT3 results in much earlier lethality (Takeda et al., 1997), as it is a broad downstream effector beyond LIF/IL6 signaling. PDGF signaling pathway as observed in bovine blastocyst-derived trophoblasts is also known to signal downstream via STAT (Sachsenmaier et al., 1999). 

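Of 5 PDGF ligand and receptor genes measured, both expressed genes were ligands. *PDGFA* and *PDGFB* were both HE, with *PDGFA* at 26.7, 29.7 and 32.5 FPKM in collections 1, 2 and 3. *PDGFD* had 0, 0 and 1 counts. The receptor genes *PDGFRA* and *PDGFRB* had 42, 41 and 46 and 46, 31 and 38 counts and stayed below 1 FPKM in every collection. *PDGFC* is not analysed here.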

Previous work on bovine embryos suggest beneficial effect for PDGF to bovine blastocyst development (Thibodeaux et al., 1993a,b). STATs are also downstream of interleukin signaling, as noted above for IL6-type cytokines (Heinrich et al., 2003). 

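All 13 p53 pathway genes measured were expressed, 3 in VHE, 5 in HE, 4 in ME and 1 in LE. The p53 targets *CCNG1*, *BAX* and *GADD45A* were at 283 ± 40.8, 198 ± 16.6 and 56.5 ± 7.55 FPKM (SD, n = 3), and *MDM2*, the ligase that degrades p53, at 42.1 ± 3.91 FPKM. Of 19 apoptosis genes measured, 18 were expressed, with the effector caspases *CASP6* and *CASP3* at 206 ± 23.7 and 99.9 ± 3.42 and the survival gene *MCL1* at 112 ± 5.08 FPKM, while *BCL2* had 2, 4 and 1 counts in collections 1, 2 and 3. For WNT signaling, β-catenin (*CTNNB1*) was at 373 ± 10.98 and the ligands *WNT6* and *WNT2B* were at 38.1 ± 6.28 and 24.03 ± 5.93 FPKM. Against the other expressed genes, none of these lists was over-represented in the VHE class, with adjusted p = 1 for the p53 pathway, 0.593 for apoptosis, 1 for WNT signal transduction and 0.336 for WNT ligands (Fisher's exact test, two-sided).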

The p53 pathway that responds to genomic stress due to fidelity of DNA replication was also enriched in bovine blastocyst-derived trophoblasts. The p53-induced positive feedback loop promotes cell survival (Harris and Levine, 2005); this circuit communicates with other signaling pathways including WNT and apoptosis. Signaling in response to WNT has been implicated in expression of endogenous retrovirus-derived transcripts in bovine placentas (Sakurai et al., 2017). In human trophoblasts, WNT5a has been demonstrated to be critical for promoting proliferation and survival (Meinhardt et al., 2016). Signals for apoptosis converge from multiple survival and lack/deficiency of developmental factors. Enrichment of gonadotropin-releasing hormone (GnRH) receptor pathway was evident in the blastocyst-derived trophoblasts. 

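Several transcripts of signaling proteins downstream of the GnRH receptor were expressed, and those of the receptor and hormone were not. *GNRHR* had 0 counts in every collection, at most 0.204, 0.199 and 0.214 CPM in collections 1, 2 and 3. As for *EOMES*, this limit holds only if the gene model is sound, which was not checked. *GNRH1* was at 0.147 ± 0.127 FPKM (SD, n = 3) from 0, 1 and 1 counts. The kinases *MAPK1*, *MAP2K1*, *MAP2K2* and *MAPK3*, which many receptors use, were at 135 ± 10.4, 90.02 ± 2.32, 53.8 ± 1.81 and 43.5 ± 5.04 FPKM. The gonadotropin subunit genes *LHB* and *FSHB* were at 0.908 ± 0.808 and 0 FPKM, and *LHB* was above 1 without collection 1 (1.36 FPKM) and in TPM (1.14) and lower without collection 3 (0.586 FPKM). Of 16 pathway genes, 11 were expressed, 3 of them VHE, and the list was not over-represented in that class (Fisher's exact test, two-sided, odds ratio 1.24, adjusted p = 1.00).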

GnRH has been observed in human placentas throughout gestation (Khodr and Siler-Khodr, 1980; Chou et al., 2004), and distinct from pituitary gonadotrophs, GnRH receptor is also present in human placentas (Lin et al., 1995; Cheng et al., 2000). Functionally, GnRH receptor signaling has been reported to induce trophoblast invasion (Liu et al., 2009). There are no previous reports on GnRH receptor and associated functions for bovine trophoblasts.

### Conclusion

Understanding the bovine trophectoderm helps interpret important developmental functions leading to pregnancy success in cattle. This study represents a comprehensive examination of functional and defining characteristics of bovine blastocyst-derived trophoblasts interpreted with the current state of understanding. Our results and databases provide a timeless foundation/reference for future functional studies for both advancing basic science and towards making improvements to cattle reproduction technologies.

## MATERIALS AND METHODS

### *In vitro* embryo production

Protocol for *in vitro* production of bovine embryos was as previously described (Negrón-Pérez et al., 2017). In brief, follicles measuring 2–10 mm were sliced to obtain cumulus oocyte complexes (COCs) from ovaries collected at the abattoir (Central Beef Packing Co., Center Hill, USA). COCs with at least one complete layer of compact cumulus cells were selected, washed in oocyte collection medium and placed as groups of 10 in 50 μl drops of oocyte maturation medium overlaid with mineral oil. The COCs were allowed to mature for 20–22 h in a humidified atmosphere of 5% CO_2_ at 38.5°C. After maturation, COCs were placed as groups of 50/well in four-well plates containing 425 μl of *In Vitro* Fertilization - Tyrode's Albumin Lactate Pyruvate (IVF-TALP) medium (Caisson Labs), and 20 μl of 0.25 mM hypotaurine, 25 μM epinephrine and 0.5 mM penicillamine in 0.9% NaCl (w/v). Semen from frozen-thawed straws from three bulls were pooled, purified with ISolate^®^ [Irvine Scientific; 50% (v/v) and 90% (v/v)], and diluted to a final concentration in the fertilization dishes of 1×10^6^/ml. Fertilization was allowed to proceed for 8–9 h in a humidified atmosphere of 5% CO_2_ at 38.5°C. After fertilization, putative zygotes were denuded of cumulus cells by vortexing in 100 μl hyaluronidase (1000 U/ml in approximately 0.5 ml HEPES-TALP), and cultured in groups of 25–30 in 50 μl synthetic oviduct fluid-bovine embryo 2 (SOF-BE2) in a humidified atmosphere of 5%, 5% and 90% (v/v) of CO_2_, O_2_ and N_2_, respectively, at 38.5°C. Embryos that developed to blastocysts at day 7 after insemination were used for trophoblast cultures.

### Attachment and growth conditions for primary trophoblast culture

Primary culture conditions for *in vitro* attachment and trophoblast growth were tested using zona removed or hatched day 7–8 blastocysts. Zona removal was performed using Pronase^®^ protease (0.1%, Sigma-Aldrich). As a base medium for testing different substrates, we used Dulbecco's modified eagle medium and M199 medium (1:1 ratio), containing 15% fetal bovine serum with added non-essential amino acids supplement and penicillin-streptomycin. All incubation was performed at 37°C in an atmosphere of 5% CO_2_. We evaluated the efficacy of coating with gelatin (2%, Sigma-Aldrich), poly-L-lysine (0.01%, Sigma-Aldrich), Matrigel^®^ (0.5 mg/cm^2^, Corning), or growing over an irradiated mouse embryonic fibroblast (MEF) feeder layer on blastocyst attachment and formation of trophoblast colonies. In conditions that supported trophoblast outgrowths, we also tested the effect of fibroblast growth factor 4 (FGF4; 25 ng/ml, GoldBio), that has been shown to promote growth of murine trophoblast stem cells (Tanaka et al., 1998). Outgrowth/colony for each embryo was allowed to expand to approximately 1 cm^2^ before collection for use in experiments. Images were acquired using either a DFC365FX camera in M80 stereo or an ICC50HD camera in DMIL inverted microscopes (Leica).

### Immunocytochemistry

To enable imaging, trophoblast outgrowths were grown on glass coverslips. Trophoblasts were fixed with 4% formaldehyde for 15 min at room temperature. Fixed cells were then permeabilized with 0.1% Triton X-100 in phosphate buffered saline (PBS) for 1 min and blocked using 5% normal goat serum for 30 min. Coverslips were subsequently incubated with a mouse monoclonal anti-cytokeratin antibody (Cell Signaling Technology; clone C11) or with an affinity-purified mouse monoclonal antibody against Caudal type homeobox 2 (CDX2; BioGenex, Cat # AM392) for 1 h. Coverslips were then washed three times using PBS and incubated with Alexa Fluor 488 conjugated anti-mouse Fab’ fragments for 30 min, washed again with PBS, counterstained/mounted with 4′,6-diamidino-2-phenylindole (DAPI) containing Prolong Gold reagent (Life Technologies). For staining lipid droplets, fixed trophoblasts were stained with 10 µg/ml Nile Red (Life Technologies) for 45 min followed by washing coverslips and mounting as described above. Images were acquired using a Meta 510 confocal microscope (Zeiss).

### Trophoblast transcriptomics

Trophoblast colonies were collected and total RNA was extracted using RNAqueous micro kit (Thermo Fisher Scientific) as three independent collections. Integrity was checked using the Bioanalyzer 2100 (Agilent Technologies), mRNA was isolated using poly(A) capture, fragmented and cDNA library construction was performed using TruSeq stranded total RNA sample preparation kit (Illumina). Samples with unique bar code sequences were pooled for sequencing by synthesis to obtain short single reads on a HiSeq4000 (Illumina). Reads were aligned to the bovine genome (UMD3.1) (Elsik et al., 2016) using Tophat (version 2.0.9) (Kim et al., 2013). Raw count for each gene was estimated with BioConductor (EdgeR version 3.18.1), package using BAM files. Multidimensional scaling (MDS) plot was generated using the plotMDS function of edgeR after normalization using the trimmed mean of M-values (TMM) method (Robinson and Oshlack, 2010). For unsupervised hierarchical clustering analysis, the R function ‘dist’ was used to calculate the Euclidean distance between the samples on rlog-transformed data (a pseudo count value of 1 FPKM was added to nulls). Heatmap.2 (gplots package in edgeR) was used to visualize the comparison.

### Trophoblast proteomics

For whole-cell proteomics, trophoblast colonies were lysed and directly solubilized using 6 M urea in 50 mM ammonium bicarbonate. Dithiothreitol (DTT) was added to a final concentration of 5 mM and samples were incubated for 30 min at 37°C. Subsequently, 20 mM iodoacetamide (IAA) was added to a final concentration of 15 mM and incubated for 30 min at room temperature, followed by the addition of 20 μl DTT to quench the IAA reaction. Lys-C/trypsin (Promega) was used at a 1:25 ratio (enzyme:protein) and incubated at 37°C for 4 h. Samples were then diluted to <1 M urea by the addition of 50 mM ammonium bicarbonate and digested overnight at 37°C. The following day, samples were desalted using C18 Macro Spin columns (Nest Group) and dried down by vacuum centrifugation. LC separation was done on a Proxeon Easy-nLC II HPLC (Thermo Fisher Scientific) with a Proxeon nanospray source. The digested peptides were reconstituted in 2% acetonitrile/0.1% trifluoroacetic acid and 10 μl of each sample was loaded onto a 100 μm×25 mm Magic C18 100 Å 5 U reverse phase trap where they were desalted online before being separated on a 75 μm×150 mm Magic C18 200 Å 3 U reverse phase column. Peptides were eluted using a gradient of 0.1% formic acid and 100% acetonitrile with a flow rate of 300 nl/min. A 120-min gradient was run with 5% to 35% acetonitrile over 100 min, 35% to 80% acetonitrile over 10 min, 80% acetonitrile for 2 min, 80% to 5% acetonitrile over 5 min, and finally held at 5% acetonitrile for 5 min. Mass spectra were collected on an Orbitrap Q Exactive mass spectrometer (Thermo Fisher Scientific) in a data-dependent mode with one MS precursor scan followed by 15 MS/MS scans. A dynamic exclusion of 5 s was used. MS spectra were acquired with a resolution of 70,000 and a target of 1×10^6^ ions or a maximum injection time of 20 ms. MS/MS spectra were acquired with a resolution of 17,500 and a target of 5×10^4^ ions or a maximum injection time of 250 ms. Peptide fragmentation was performed using higher-energy collision dissociation (HCD) with a normalized collision energy (NCE) value of 27. Unassigned charge states as well as +1 and ions >+5 were excluded from MS/MS fragmentation. Scaffold (version 4.2.0, Proteome Software Inc., Portland, USA) was used to validate MS/MS based peptide and protein identifications.

### Bioinformatics

For identifying secreted proteins, the proteome dataset was subjected to analysis for predicting candidates that are secreted via the classical cell secretory pathway as previously described (Pillai et al., 2017). First, we used SignalP v4.1 (http://www.cbs.dtu.dk/services/SignalP/) (Petersen et al., 2011) to examine N-terminal sequence motifs directing proteins to the secretory pathway; in tandem, we used TargetP v1.01 (www.cbs.dtu.dk/services/TargetP) (Emanuelsson et al., 2007) to refine this dataset by removing proteins destined for the mitochondria. The resulting list of candidates was further refined using Phobius (http://phobius.sbc.su.se/) (Käll et al., 2004), to eliminate integral membrane proteins that contained transmembrane regions. In this overall analysis, candidate proteins were considered secreted if they contained an N-terminal secretory sequence, did not traffic to the mitochondria, and lacked transmembrane regions.

For functional categorization of transcripts, the transcriptome dataset was organized by assigning gene ontology (GO) terms through PANTHER (protein analysis through evolutionary relationships) classification system (Thomas et al., 2003; Mi et al., 2017). Gene lists for the different expression groups (VHE, HE, ME and LE) were given as input. The PANTHER statistical overexpression test was used to identify GO annotations or pathways were overrepresented in comparison to a reference list, and a *P*-values are calculated based on expected values in the reference (Mi et al., 2013). We also performed gene enrichment and functional annotation analysis using DAVID 6.8 (database for annotation, visualization and integrated discovery) that integrates evaluation and prediction of metabolic pathways of the KEGG (Kyoto encyclopedia of genes and genomes) database (Kanehisa et al., 2016). A combined list of transcripts under VHE, HE, ME and LE were submitted. Fisher exact statistics measured input genes highly associated with functional groups providing a Fisher Exact Probability Value (called EASE score) for fold enrichment and assessment of significance. Results were visualized in KEGG Pathways. For additional functional evaluation of transcript data, identified genes and proteins were also analyzed using Ingenuity^®^ pathway analysis (IPA, Qiagen) to model and interpret biological significance of identified components (Krämer et al., 2014).

## Supplementary Material

Supplementary information

# Supplementary material for: Physiological profile of undifferentiated bovine blastocyst-derived trophoblasts
**Source:** Biol Open. 2019 Apr 5;8(5):bio037937. doi: 10.1242/bio.037937
**Supplement:** Supplementary information

**Table S1.** Transcriptome and proteome information for undifferentiated bovine blastocyst derived trophoblasts.

(**Sheet 1**) Transcriptome: Complete list of transcripts identified.

(**Sheet 2, 3, 4, 5**) Transcriptome: Full list of genes expressed, classified based on transcript abundance as very high expression (VHE), high expression (HE), medium expression (ME) and low expression (LE) respectively.

(**Sheet 6**) Transcriptome: Transcription factors.

(**Sheet 7**) Transcriptome: Receptors.

(**Sheet 8**) Transcriptome: Ion channels.

(**Sheet 9**) Transcriptome: Enzymes.

(**Sheet 10**) Transcriptome: Peptidases.

(**Sheet 11**) Transcriptome: Cytoskeletal elements.

(**Sheet 12**) Transcriptome: Cell adhesion molecules.

(**Sheet 13**) Transcriptome: Cell junction proteins.

(**Sheet 14**) Proteome: Complete list of proteins identified.

(**Sheet 15**) Proteome: Secreted proteins classified based on bioinformatics.

[Click here to download Table S1](#)

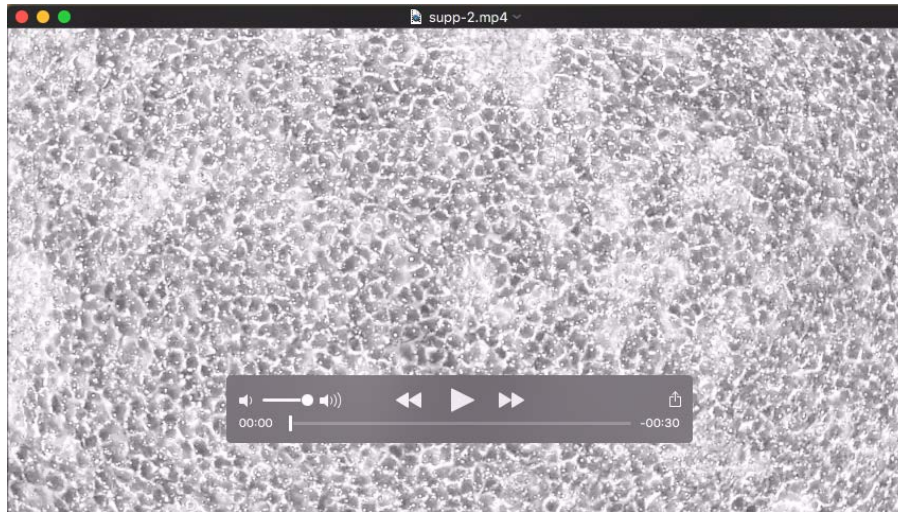

**Movie 1.** Morphological appearance of cultured bovine undifferentiated trophoblasts. Tightly packed sheet of proliferating cells with prominent cell adhesions that show spontaneous formations surface outpocketings, that are often released as hollow trophoblast cysts or 'trophocysts'.

How the deposited data were processed for this re-analysis (not part of the article)

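RNA-seq of bovine trophoblast colonies at passage 1, collected 3 times, was analysed from the authors' processed tables. The day-7 blastocyst libraries and the proteomics data of the paper are not analysed here, so that no comparison between groups was made and no gene was tested for differential expression.

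The authors captured poly(A) RNA, sequenced single reads on a HiSeq4000, aligned them to UMD3.1 with TopHat 2.0.9 (TopHat2 2.0.9 in the submitters' processing notes) and estimated counts from the alignments with edgeR 3.18.1. DESeq is also named in those notes without a version or role. The authors deposited estimated counts, which are not normalized, for 13897 gene symbols in the 3 collections. In these, 116 genes had a value that was not whole in at least 1 collection, and counts were rounded to whole numbers for edgeR. The authors also deposited FPKM values for the same genes. The annotation release, the way reads on more than 1 gene were counted, the use of strand and the gene length and library size behind the FPKM are not given in the sources used here. FPKM and counts were 0 for the same genes and collections. The ratio of count to FPKM in collection 2 over that in collection 1 was within 0.1% of its median for 98.8% of genes, and in collection 3 over collection 1 for 98.7%. The gene length implied by each ratio was under 150 nt for 127 genes with a mean FPKM above 1. Total counts were 14726964, 15068730 and 14010613 in collections 1, 2 and 3. At these depths the upper limit of a count of 0, taken as 3 counts, is 0.204, 0.199 and 0.214 CPM, and it covers counting error only. No limit in FPKM was given for such genes because their length is not known from the tables.

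From these tables, means and SDs of FPKM over the 3 collections were computed, genes with a mean FPKM above 1 were called expressed, and the expressed genes were divided at the quartiles of mean FPKM into the VHE, HE, ME and LE classes of the paper. Gene symbols were used as deposited. Of 13897 symbols, 13130 match a gene symbol of the RefSeq annotation of ARS-UCD2.0, 624 match only a synonym and 143 match neither. As no annotation of UMD3.1 was used here, no coordinates are given. Similarity of the collections was measured across genes with Pearson's r and Spearman's rho of log2(FPKM + 1), and with the common biological coefficient of variation from edgeR 4.0.16 (R 4.3.3), fitted to the counts with an intercept and TMM normalization. Each pair of count columns was compared with a chi-square statistic over genes to find libraries deposited more than once, and none was found. The share of a gene list in the VHE class was tested with Fisher's exact test, two-sided, against all other expressed genes, for the 38 lists of own choosing with at least 5 expressed members, with Benjamini-Hochberg adjustment over these lists. Odds ratios were computed with 0.5 added to each cell. Lists that the paper shows in Tables 2 to 5, Fig. 3C and Fig. 3D were tallied and not tested. Ratios of glucose transporter genes were tested with an exact sign-flip permutation test over 3 collections, which cannot go below p = 0.25. Computation used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

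The gene lists, the tests of these lists and of similarity, and the alternatives were set before the data were examined, as were the tests on markers of other cell types. Many of the lists are on subjects of the paper, which reports on the same libraries. The tests on interferon-τ transcripts in collection 1 and on microRNA genes were chosen after their values were seen. The genes named in the text are those the paper names in its text, Fig. 3C, Fig. 3D and Tables 2 to 5, whose values in the paper had been seen, the 20 with the highest mean FPKM, the 10 with the largest SD of log2(FPKM + 1) among expressed genes, and from each list up to 4 members with the highest mean FPKM and all members not above 1 FPKM. Genes of prostaglandin synthesis and response were chosen after their values were seen. The 10 genes with the largest SD were all microRNA genes with no more than 16.5 counts summed over the collections and are not described one by one. The list of actins and tubulins also took in genes of the γ-tubulin complex, and one of the sex-linked genes was matched to its X-linked copy, *EIF2S3*, which is left out of the text. Alternatives were other thresholds and rules for calling a gene expressed, FPKM rescaled to a common sum (TPM), another pseudocount, other normalizations and backgrounds, ranking by CPM, and leaving out each collection in turn. With all genes of the tables as background, the highest quartile was also taken over all of them, not over expressed genes. Leaving out genes with an implied length under 150 nt was added after the data were examined.

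The tests were tried on simulated data. For counts drawn with a biological coefficient of variation of 10% and 30% at the means and library sizes of these collections, over 9028 genes, edgeR gave 9.99% and 29.9%. For lists drawn at random from the 9028 expressed genes, 1, 3 and 4 of 100 lists of 10, 20 and 80 genes had p under 0.05. For lists drawn with an odds ratio of 5 and adjusted in sets of 38 lists of which 7 carried that effect, 42, 82 and 100 of 100 lists of those sizes had an adjusted p under 0.05. A list of 10 genes or fewer is therefore often too small for this test, and a list that did not pass is not shown to lack an effect.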

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

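The tests of microRNA genes were chosen only after their values were seen, and those of markers of other cell types were written before.

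*PTGS2*, the inducible cyclooxygenase that starts prostaglandin synthesis, had a mean of 3350.3 FPKM. *XIST* was at 34.5 FPKM in collection 1 and below 1 FPKM in collections 2 and 3, with 10112, 94 and 97 counts, and its mean of 11.7 ± 19.7 FPKM (SD, n = 3) fell to 0.335 without collection 1.

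Of the genes in the VHE class, 64 were microRNA genes, with a median of 3 counts summed over the 3 collections. The technical explanation weighed was the authors' FPKM, in which the length left for a gene shorter than a read nears 0 and the value grows without bound. The length implied by count and FPKM was at most 4.71 nt over all 95 microRNA genes with a count, in any class, with a median of 0.45 nt for those in VHE, against a median of 1860.1 nt for the other expressed genes. This is shorter than a mature microRNA of 22 nt and is consistent with a length near 0 as the source of their rank. Whether these microRNAs are expressed stays open, and no biological explanation was tested.

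Markers of other cell types were present at low levels. Of 22 fibroblast markers measured, 13 were above 1 FPKM, none in HE or VHE, with *VIM* at 18.5 ± 1.20, *COL1A1* at 17.9 ± 2.86 and *S100A4* at 13.2 ± 3.75 FPKM (SD, n = 3). Of 18 hypoblast and primitive endoderm markers measured, 6 were, with *CTSV* at 24.7 ± 7.87 and *SPARC*, which the fibroblast list also holds, at 12.5 ± 1.58 FPKM. For hypoblast cells in the colonies, the median of the transcription factors *GATA4*, *SOX17*, *HNF4A*, *HNF1B* and *FOXA2*, the last not analysed here, could be at most 0.869 FPKM in any collection, under the 1 FPKM set in advance. That bound was too high for a small share of such cells, and these genes lie near the floor, so the explanation stays open. For reads from the mouse feeder layer, the median of the measured markers among *COL1A2*, *COL3A1*, *DCN*, *LUM* and 8 further fibroblast genes was at most 0.0668 of *COL1A1*, under the bound of 0.1 set in advance. However, only 9 of the 12 genes are measured, the 3 others could lift the ratio to 0.125, and how many mouse reads of each gene align to the bovine genome is not known, so feeder RNA and expression by the trophoblast cells cannot be told apart. Expression of collagens by trophoblast cells themselves was not tested.

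Leukocyte and cumulus lists gave little signal. Of 11 leukocyte markers 3 were above 1 FPKM, *CD14* at 12.3 ± 1.24, *CD19* at 8.49 ± 3.81 and *CD68* at 2.78 ± 0.372 FPKM, while *PTPRC* had 0 counts. Of 10 cumulus and granulosa markers 2 were, *LHCGR* at 8.97 ± 1.98 FPKM and *CYP19A1*, which the binucleate trophoblast and steroid lists also hold. In tests of the share in the VHE class, the fibroblast list had adjusted p = 0.182 and the hypoblast list 0.55 (Fisher's exact test, two-sided). The fibroblast list was under-represented with VHE and HE together (adjusted p = 0.0023) and with all transcripts as background (adjusted p = 0.0132), and the hypoblast list with all transcripts as background (adjusted p = 0.044). With that background, the class tested was the highest quartile of all transcripts and not VHE.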

How the results depend on the processing

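The leave-out of genes with an implied length under 150 nt was chosen only after the data were examined. No paired analysis was possible because the samples are of 1 condition. The number of expressed genes, 9028, stayed within 8543 (FPKM above 2) and 9419 (FPKM above 0.5) under every alternative run. It was 8858 with at least 10 counts in every collection as well.

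The class bounds moved with the set of genes and the unit. The VHE bound of 52.3 FPKM was 53.5 with FPKM above 1 in every collection, 52.2 with the median above 1, 49.8 and 55.2 at thresholds of 0.5 and 2 FPKM, 65.1 in TPM, 50.6 without genes under 150 nt and 51.99 to 52.4 without a collection. The HE bound of 20.9 FPKM was 21.6 with FPKM above 1 in every collection, 20.8 with the median above 1, 19.5 and 22.8 at thresholds of 0.5 and 2 FPKM, 25.8 in TPM, 20.5 without genes under 150 nt and 20.8 to 20.98 without a collection. For ME, the bound of 8.13 FPKM was 8.90 with FPKM above 1 in every collection, 8.24 with the median above 1, 6.96 and 9.78 at thresholds of 0.5 and 2 FPKM, 9.83 in TPM, 8.03 without genes under 150 nt and 8.11 to 8.24 without a collection. A changed set of genes or, for TPM, a common factor per collection is what these alternatives change by construction.

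The lowest Pearson's r between collections, 0.943, was 0.907 with a pseudocount of 0.1, 0.978 over all transcripts, 0.977 on log2 TMM-normalized CPM and 0.981 without genes under 150 nt. Leaving out a collection gave 0.943 to 0.958. The coefficient of variation of 15.3% was 9.41% without collection 1 and at most 18.1% without another, so collection 1 carries much of the spread, and it was 15.8% over all transcripts. The log2 ratio of *SLC2A3* over *SLC2A1*, 1.10, was 1.83 on counts not divided by gene length and 1.01 to 1.22 without a collection. Division by length is what differs there. The number of lists over-represented in the VHE class, 7, ranged from 6 to 9. Oxidative phosphorylation, the TCA cycle, trophectoderm markers, glycolysis and galactose metabolism passed the threshold under every alternative run, though the odds ratio of oxidative phosphorylation, 41.98, was 2.54 when ranked by CPM. Myosins lost the call with VHE and HE together or with all transcripts as background, and fatty acid synthesis with VHE and HE together. The cause of these changes was not tested. Of 649 genes examined, the call of expressed or not changed for 14 when every collection had to be above 1 FPKM (10 of them microRNA genes), for 9 with TPM, and for 6, 6 and 8 without collection 1, 2 and 3. *POU5F1* and *GJA1* were above 1 with TPM and without collection 2. Depth limits the text at the low end. For genes with 0 counts, the limit of 3 counts per collection holds only if their gene models are sound, which was not checked, and *POLR2K*, a subunit of all 3 nuclear RNA polymerases, also had 0 counts.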

Differences from the paper's values

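The paper states 9240 transcripts above 1 FPKM and 9028 genes were found here, which is within 1.5 times. The paper's quartile bounds are higher. Fig. 5B is labelled as a log2 scale, while its values match FPKM on a log10 scale, with a top of about 13000 in Fig. 5B, read by eye, and a highest mean FPKM of 15228.0 here, or 4.18 on the log10 and 13.9 on the log2 scale, and it was read on the log10 scale. The lower bound of VHE is about 98 FPKM in Fig. 5B, read by eye, and was 52.3 FPKM here. The lower bound of HE is about 39 FPKM in Fig. 5B, read by eye, and was 20.9 FPKM here. The lower bound of ME is about 14 FPKM in Fig. 5B, read by eye, and was 8.13 FPKM here. No alternative set before the data were examined brings the VHE or HE bound within 1.5 times. The ME bound comes within it at a threshold of 2 FPKM (9.78) and in TPM (9.83), and under no other.

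Of the 42 mean FPKM values compared with Table 2, 19 differ from those found here by more than 1.5 times and by more than the SD over collections, and the paper's is the higher for 16 of them. Read by eye, *CYR61* is about 530 in Table 2 and was 268 here, *CTGF* is about 430 in Table 2 and was 186 here, *GMFB* is about 250 in Table 2 and was 75.2 here and *FGF1* is about 150 in Table 2 and was 48.4 here. Likewise read by eye, *FAM3C* is about 150 in Table 2 and was 44.99 here, *HBEGF* is about 150 in Table 2 and was 94.9 here, *IK* is about 140 in Table 2 and was 77.7 here and *NAMPT* is about 110 in Table 2 and was 20.2 here. By the same reading, *BMP2* is about 66 in Table 2 and was 25.4 here, *IL33* is about 54 in Table 2 and was 22.8 here, *PDGFB* is about 54 in Table 2 and was 23.3 here and *JAG1* is about 29 in Table 2 and was 4.68 here. By the same reading, *FGF2* is about 28 in Table 2 and was 4.01 here, *OSGIN1* is about 23 in Table 2 and was 14.2 here, *TGFB2* is about 16 in Table 2 and was 6.57 here and *BMP4* is about 15 in Table 2 and was 8.71 here. The paper's value is the lower for *VEGFA*, about 140 in Table 2, read by eye, against 526, *IL18*, about 39 in Table 2, read by eye, against 65.4, *MDK*, about 27 in Table 2, read by eye, against 41.9 here. Of the alternatives set before the data were examined, TPM comes within 1.5 times or the SD for *HBEGF* (121), *IK* (98.6), *OSGIN1* (18.1) and *BMP4* (11.1), and the mean without collection 2 comes within 1.5 times or the SD for *HBEGF* (102) and *MDK* (36.2), and the mean without collection 3 comes within 1.5 times or the SD for *HBEGF* (108), and the others do not. No alternative does for the remaining Table 2 genes.

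Of the 12 mean FPKM values compared with Fig. 3D, 8 differ from those found here by more than 1.5 times and by more than the SD over collections, and the paper's is the higher for 7 of them. Read by eye, *ETS2* is about 130 in Fig. 3D and was 36.5 here, *GATA3* is about 180 in Fig. 3D and was 88.8 here, *HAND1* is about 180 in Fig. 3D and was 106 here and *KLF5* is about 160 in Fig. 3D and was 46.4 here. Likewise read by eye, *SMARCA4* is about 130 in Fig. 3D and was 22.2 here, *TEAD2* is about 85 in Fig. 3D and was 39.7 here and *TFAP2C* is about 200 in Fig. 3D and was 70.5 here. The paper's value is the lower for *CDX2*, about 20 in Fig. 3D, read by eye, against 30.5 here. Of the alternatives set before the data were examined, the mean without collection 3 comes within 1.5 times or the SD for *CDX2* (27.5), and TPM comes within 1.5 times or the SD for *HAND1* (135), and the others do not. No alternative does for the remaining Fig. 3D genes.

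Several statements of the paper on expression class or presence also differ. The paper describes *SLC2A1* and *SLC2A5* as expressed at low to very low levels, and both were VHE here, at 324 ± 37.1 and 272 ± 57.1 FPKM (SD, n = 3), while *SLC2A3* was the highest of the family in both. *STAT3* and *TLR6* are stated to be expressed, and here had 0.488 ± 0.164 and 0.358 ± 0.00888 FPKM, with no collection above 1 FPKM and no alternative that called them expressed, while *STAT1*, *STAT2*, *TLR2* and *TLR3* were expressed in both. Of 18 genes whose class the text gives, 14 had that class here. The 4 others are *FGF1*, VHE in the paper and HE here (48.4 ± 12.8 FPKM), *LDLR*, VHE and HE (21.6 ± 5.97), *IL6*, ME and HE (25.1 ± 5.43), and *FGF2*, ME and LE (4.01 ± 0.911). In Tables 4 and 5 the paper lists *LTBP2* and *ITGA10*, which had 0.584 ± 0.167 and 0.674 ± 0.174 FPKM here. Enrichment of RNA polymerase I, p53 and GnRH receptor pathways is stated by the paper from its own lists and reference. The lists used here, against other expressed genes, were not over-represented in the VHE class. Among other genes of the text, *CDX2*, *ELF5*, *ID2*, *KLF5*, *TFAP2C* and *HAND1* as expressed and *NANOG*, *SOX2*, *EOMES* and *GCM1* as not, fell on the side of the threshold that the paper gives.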

Other observations

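Tests on interferon genes and the choice of prostaglandin genes came only after their values were seen. *PTGS2* was at 2969.8, 3148 and 3933 FPKM in collections 1, 2 and 3, with a mean of 3350.3 FPKM, and took 150014, 158943 and 187853 counts. The prostaglandin E synthases *PTGES3* and *PTGES* were at 297 ± 36.6 and 117 ± 16.4 FPKM (SD, n = 3), *AKR1B1*, which can make prostaglandin F, at 1328 ± 204 and the prostaglandin transporter *SLCO2A1* at 102 ± 19.4 FPKM. *HPGD*, which inactivates prostaglandins, had 4, 1 and 2 counts, and of the E receptors *PTGER2*, *PTGER3* and *PTGER4* were below 1 FPKM and *PTGER1* had 0 counts. Of 17 such genes, 11 were expressed, 5 of them VHE.

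Interferon-stimulated genes were expressed in the same colonies that made interferon-τ transcripts. Of 17 measured, 15 were expressed, with *USP18* at 196 ± 54.8, *ISG15* at 191 ± 17.3 and *MX1* at 152 ± 31.3 FPKM (SD, n = 3), and 13 of the 15 were highest in collection 1, where the interferon-τ genes were lowest. *RSAD2* and *IFIT3* were below 1 FPKM. The list was not over-represented in the VHE class (Fisher's exact test, two-sided, odds ratio 1.17, adjusted p = 1.00). Over all 8901 expressed genes of at least 150 nt, 3481 were highest in collection 1 and 3378 lowest. By the same count, 20 of 22 cholesterol synthesis genes and 4 of 4 laminins were highest in collection 1. So were 6 of 7 expressed pregnancy-associated glycoprotein genes and the 4 expressed genes of the binucleate trophoblast list. The 14 other measured genes of that list were not expressed. By contrast, 17 of 21 proliferation and 59 of 79 oxidative phosphorylation genes were lowest there. These 2 shifts were small, with median log2 ratios of collection 1 over the mean of the others of -0.253 and -0.161. For cholesterol synthesis that median was 0.576. Ribosomal protein genes took 6.74% of counts in collection 1 and 7.92% and 7.84% in collections 2 and 3. With 1 collection against 2, none of these differences was tested. A technical difference between the libraries cannot be told from a biological one.

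Interferon-τ transcripts were lower in collection 1, by 9.88-fold for *IFNT3* and 7.24-fold for *IFNT2* against the mean of collections 2 and 3. The interferon-ω gene *IFNW1* was lower there by 8.58-fold. Library depth is argued against, as FPKM are already scaled to library size and the total count of collection 1 was 1.01 times the mean of the others. Division of reads among 5 interferon genes is too, since their summed CPM in collection 1 were 0.105 of the mean of the others. That sum cannot tell of reads on copies that are not analysed here, or of reads left out because they align to more than 1 gene. A lower share of trophoblast cells would lower trophectoderm markers alike, but the median log2 ratio of 18 others was -0.0899, with quartiles of -0.18 and 0.08. The sex of the embryos stays open. *XIST* in collection 1 was 103-fold the mean of the others and the Y-linked *DDX3Y* was lower there. The 4 expressed genes of the binucleate trophoblast list, of 18 measured, were each highest there as well. A difference in cell state was not tested. With 1 such collection against 2, sex, cell state and any other property of collection 1 cannot be told apart.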
